# PU.1 Is Required for the Developmental Progression of Multipotent Progenitors to Common Lymphoid Progenitors

**DOI:** 10.3389/fimmu.2018.01264

**Published:** 2018-06-11

**Authors:** Swee Heng Milon Pang, Carolyn A. de Graaf, Douglas J. Hilton, Nicholas D. Huntington, Sebastian Carotta, Li Wu, Stephen L. Nutt

**Keywords:** PU.1, transcription factor, multipotent progenitor, common lymphoid progenitor, Rag1

## Abstract

The transcription factor PU.1 is required for the development of mature myeloid and lymphoid cells. Due to this essential role and the importance of PU.1 in regulating several signature markers of lymphoid progenitors, its precise function in early lymphopoiesis has been difficult to define. Here, we demonstrate that PU.1 was required for efficient generation of lymphoid-primed multipotent progenitors (LMPPs) from hematopoietic stem cells and was essential for the subsequent formation of common lymphoid progenitors (CLPs). By contrast, further differentiation into the B-cell lineage was independent of PU.1. Examination of the transcriptional changes in conditional progenitors revealed that PU.1 activates lymphoid genes in LMPPs, while repressing genes normally expressed in neutrophils. These data identify PU.1 as a critical regulator of lymphoid priming and the transition between LMPPs and CLPs.

## Introduction

Hematopoietic stem cells (HSCs) are responsible for the development of all mature blood cell types. HSCs are found within the lineage (Lin)^−^Sca-1^+^c-Kit^+^ (LSK) population of the bone marrow (BM) and are identified within the LSK population as CD150^+^CD48^−^ cells [reviewed by Wilson et al. (1)]. The LSK population also includes lymphoid-primed multipotent progenitors (LMPPs) whose potential is skewed toward lymphocyte and myeloid differentiation (2). LMPPs are defined by a characteristically high cell surface concentration of Flt3 and express of a number of lymphoid transcripts, a process termed lymphoid priming. One of the genes subject to lineage priming is *Rag1*. Indeed the expression of a GFP reporter expressed from the *Rag1* locus can be used to identify a population termed the early lymphoid progenitor (ELP) that overlaps with the LMPP (3). The common lymphoid progenitor (CLP) is developmentally downstream of the LMPP and its potential appears largely restricted to the lymphoid lineages, *in vivo*, if not *in vitro* (4–6). CLPs upregulate expression of IL-7Rα, while maintaining Flt3 and Rag1/GFP (7, 8). Signaling through both, Flt3 and IL-7Rα, is required for development to the B cell progenitor stages (9). CLPs can be further divided through the expression of Ly6D into a true “all lymphocyte progenitor” (ALP, Ly6D^−^), which can give rise to all lymphocytic lineages, and a “B cell biased lymphocyte progenitor” (BLP, Ly6D^+^) (5, 7). BLPs differentiate directly into committed B cells through the concerted activity of E2A, EBF1, and Pax5 (10).

PU.1, encoded by the *Spi1* gene, has long been implicated as a key regulator of the cell fate decisions between the myeloid and lymphoid lineages (11–13). PU.1 concentration is highest in myeloid cells where it functions as a pioneer factor to broadly promote lineage-specific gene expression (14). PU.1 expression is reduced approximately 10-fold early during B-lymphopoiesis, and this low expression is maintained throughout the B cell differentiation process (15, 16). This change in PU.1 concentration is driven at least in part by a positive feedback loop that lengthens cell cycle duration, thus allowing accumulation of PU.1 protein in myeloid cells (17). The appropriate regulation of PU.1 expression is key to the lineage commitment process as deregulation of PU.1 leads in certain lineages to developmental blockade and can result in leukemia formation (18–22). The distinct concentrations of PU.1 in myeloid and lymphoid progenitors are thought to differentially activate a gene regulatory network involving PU.1, Ikaros, and secondary determinants such as Egr1 and Gfi1 (23–25). In this model, low PU.1 is achieved through the activity of Ikaros and Gfi1, resulting in the activation of EBF and the B cell program. This regulatory network is by no means complete, as other factors including E2A (26), Myb (27), and Mef2c (28) have also been implicated in the priming and differentiation of lymphoid progenitors in the BM.

PU.1-deficient embryos or adult mice conditionally deficient for PU.1 in HSCs lack mature lymphocytes (29). However, the determination as to when in lymphoid development PU.1 is required has been complicated by the regulation of several of the key diagnostic markers for LMPPs and CLPs (Flt3 and IL-7Rα) by PU.1 (12, 30, 31). Interestingly, conditional inactivation of PU.1 downstream of CLPs (by an *in vitro* retroviral transduction approach) (32) or B cells by CD19-Cre allows B cell development to proceed (33, 34), suggesting that the window of requirement for PU.1 is between the HSC and CLP stages. To address this issue directly, we have generated PU.1-deficient HSCs that also carry the Rag1/GFP reporter allele, thus enabling us to unambiguously identify LMPPs and CLPs without PU.1, while Rag1/Cre enabled the deletion of PU.1 in CLPs.

## Materials and Methods

### Mice

The *Spi1*^gfp^ (floxed exon 5 of *Spi1* and a GFP knockin into the 3′ untranslated region) (16), *Spi1*^fl/−^*MxCre*^+^ (35), *Rag1*^gfp/+^ (36), *Rag1*^cre^*^/+^* (37), and *Rosa26*-CreER^T2^ (38) mice have been previously described. For conditional inactivation of PU.1, *Spi1*^fl/−^ or *Spi1*^fl/fl^*MxCre*^+^ mice were injected intraperitoneal (i.p.) with 5 µg/g body weight of polyIC (GE Healthcare) twice at 3-day intervals. Mice were analyzed 14, 28, and 42 days after the first polyIC injection. Experimental mice were used at 6–12 weeks of age and maintained on a C57Bl/6 background.

### Preparation of Hematopoietic Progenitors

Hematopoietic cells were flushed from the tibia and femur of both legs. To enrich for hematopoietic progenitor populations in the BM, antibodies to the following surface molecules were used immunomagnetic bead depletion of lineage (Lin) marker-positive BM cells: CD2 (RM2-1), CD3 (KT-3.1), CD8 (53-6.7), CD11b/MAC-1 (M1-70), Gr-1 (RA6-8C5), B220 (RA3-6B2), and erythrocyte (TER119). Lin^+^ cells were exposed to BioMag goat anti-rat IgG beads (Qiagen) and depleted with a Dynal MPC-L magnet (Invitrogen). Lin^−^ BM cells were stained with labeled antibodies as described below.

### Flow Cytometry

The following anti-mouse mAbs were used: Sca-1 (E13161.7, produced in house), c-Kit (ACK2, produced in house), Flt3 (A2F10.1; BD Pharmingen), IL-7Rα (B12-1; eBioscience, Bioof), Ly6C (5075-3.6), Ly6D (49-H4, BD Pharmingen), CD19 (ID3; BD Pharmingen, eBioscience), B220 (RA3-6B2; BD Pharmingen, eBioscience), IgM (331.12, BD Pharmingen), NK1.1 (PK136, BD Pharmingen), CD49b (HMα2, BD Pharmingen), TCRβ (H57-597, BD Pharmingen), CD45.1 (A20, eBioscience), and CD34 (RAM34; BD Pharmingen). Anti-rat immunoglobulin-phycoerythrin and PECy7-streptavidin (BD Pharmingen) were used as secondary detection reagents.

Single cell suspensions were prepared in balanced salt solution with 2% (v/v) fetal calf serum. Cell staining was on ice for 30 min with fluorescent or biotin conjugated antibodies and the samples were processed on an LSRII or LSRFortessa flow cytometer (BD Biosciences). Propidium iodide exclusion was used to determine cell viability. Data were analyzed using FlowJo software (Treestar Inc.).

### RNA Isolation, Amplification From LSK Cells, and Array Analysis

Total RNA was isolated from LSK cells of PU.1 conditional deleted and wild-type animals (three pools of 15–20 mice treated with 5 µg/g of body weight polyIC 14 days previously) using RNeasy kits (Qiagen). RNA was amplified with the Illumina Total Prep RNA Amplification Kit (Ambion) and quantity and quality assessed using the Agilent Bioanalyzer 2100. Labeled cRNA was hybridized to Illumina MouseWG-6 V 2.0 Expression BeadChips at the Australian Genome Research Facility, Melbourne.

The resulting arrays were analyzed in R using the Bioconductor package *limma* (39). Raw intensities were normalized by using the neqc function, which performs background and quantile normalization using control probes (40). Probes not detected in any sample were removed (detection *p* value < 0.05). Pairwise comparisons used linear modeling and empirical Bayes moderated *t* statistics (41). The false discovery rate (FDR) was controlled by the Benjamini–Hochberg algorithm. Differentially expressed probes had an FDR of <0.05. Multi-dimensional scaling (MDS) plot was produced using expression data for wild-type progenitor and stem cell populations obtained from http://haemosphere.org (42) using plotMDS function in *limma* using the top 500 differentially expressed genes. Lineage-specific gene sets obtained from http://haemosphere.org (42) were used in gene set tests. *p* Values were obtained with rotation gene set testing (ROAST) using the mroast in *limma*, Benjamini–Hochberg correction for multiple testing and 9,999 rotations. Barcode plots were made using the barcodeplot function of the *limma* package.

Gene ontology analyses were obtained from PANTHER Classification System version 11.0 (43). Statistical overrepresentation test was performed on activated and repressed genes, using PANTHER GO-Slim Biological Process. Only results with *p* value <0.05 and positive fold enrichment >1 are displayed.

### Quantitative Real-Time RT-PCR

Total RNA was isolated from purified cells using TRIzol (Invitrogen). cDNA synthesis used iScript Reverse Transcription Supermix (Bio-Rad). Quantification of gene expression was performed in triplicate with QuantiTect SYBR Green PCR kit (Qiagen) on a C1000 Thermal Cycler (Bio-Rad). The primers are listed in Table S1 in Supplementary Material.

### *In Vitro* Clonogenic Assays

To determine the progenitor frequencies, sorted populations were seeded in limiting dilution on OP9 stromal cells in media containing 2% IL-7 supernatant and 5 ng/ml Flt3L. 350 nM 4-hydroxytamoxifen (4OT) was added at day 0. The media was diluted 1:3 on day 1 to reduce any cytotoxic effect of the 4OT. Cells were scored after 7–10 days as described (44). The clonogenic frequency was calculated using the ELDA software (45).

### Statistical Analysis

Statistical analysis used the GraphPad Prism software. For the non-microarray data, sample size analysis indicates that the power to detect a twofold change with a type error of <5% and power of 90% confidence and an SD of 20% of the mean is 4 mice/genotype. We used between 5 and 14 mice/genotype over two to three independent experiments as outlined in the figure legends. Paired or unpaired, two-tailed, Student’s *t*-test for two samples with equal variance was used as appropriate.

## Results

### PU.1 Expression Peaks in LMPPs During Early Lymphopoiesis

Previous studies have reported that LSK cells and CLPs express relatively high amounts of PU.1 (15, 16, 46). However, fine mapping of PU.1 expression in the LMPPs and the ALP and BLP fractions of the CLP has not been reported. In order to quantify the expression of *Spi1* mRNA in these purified progenitor populations, we utilized mice homozygous for a PU.1/GFP reporter allele that does not impact on PU.1 function (16) and correlates extremely well with PU.1 protein (17). Flow cytometric analysis revealed robust PU.1/GFP expression in all multipotent progenitors (MPPs) with lymphoid potential, with expression peaking in LMPPs (Figures S1A–C in Supplementary Material). PU.1 expression reduced slightly in ALPs and BLPs, before dropping to the characteristic low expression in pro-B-cells and absence in NK cells. The expression of PU.1/GFP matched closely the expression of *Spi1* mRNA in the corresponding populations in the ImmGen^1^ (Figure S1D in Supplementary Material) and Gene Expression Commons^2^ [Figure S1E in Supplementary Material (47)] databases. Thus within the lymphoid developmental pathway, PU.1 expression peaks at the LMPP stage.

### Analysis of PU.1-Deficient Lymphopoiesis Using Rag1/GFP

Conventional fractionation of the lymphoid progenitor compartment relies heavily on cell surface markers Flt3 and IL-7R. We have previously shown that the gene encoding Flt3, the defining marker of LMPPs within the LSK pool and expressed on all CLPs, is an obligate PU.1 target gene [(30) and confirmed in all BM progenitors in Figures S2A–D in Supplementary Material], while other have shown that PU.1 regulates the gene encoding the IL-7Rα chain (12), the defining marker of CLPs. To assess the impact of PU.1 inactivation for lymphoid progenitors independently of Flt3 and IL-7R, we have utilized an alternative strategy to identify these populations using Rag1/GFP (36). Rag1/GFP expressing cells within the LSK population define ELPs (3–6% within the LSK cells), which has been demonstrated to be the true lymphoid-primed subset of the LMPP (3). Despite being lymphoid-primed, virtually all ELPs co-express CD34 and Flt3 (Figure S3A in Supplementary Material) and only a low proportion (7.3 ± 1.2%) expressed cell surface IL-7R. Similarly, there is a high degree of surface marker expression overlap between conventionally defined CLPs (Lin^−^Sca-1^+^c-Kit^int^Flt3^+^IL-7Rα^+^) and Lin^−^Sca-1^+^c-Kit^int^Rag1/GFP^+^ CLPs (Figure S3B in Supplementary Material) (7, 8). Importantly, our previous RNAseq analysis has shown that *Rag1* expression is independent of PU.1 in B cell progenitors (48). Thus Rag1/GFP can be used as a reliable surrogate for Flt3 and IL-7R in the identification of LMPPs and CLPs in the absence of PU.1.

To investigate the requirement of PU.1 in hematopoietic progenitors, we have administered polyIC into *Spi1*^fl/−^*MxCre*^−^*Rag1*^gfp/+^ or *Spi1*^fl/−^*MxCre^+^Rag1*^gfp/+^ mice, to generate heterozygous and null cells, respectively. PolyIC activates the MxCre transgene *via* the type I interferon pathway (49), a process that transiently perturbs BM hematopoiesis, although we have previously shown that control hematopoiesis returns to the steady state within 14 days of the treatment (35). The mouse *Spi1* and *Rag1* genes are closely linked on chromosome 2. Due to inefficient meiotic crossover, we were unable to any offspring of *Spi1*^fl/fl^ x *Rag1*^gfp/+^ crosses carrying the *Spi1*^fl^ and *Rag1*^gfp^ alleles on the same chromosome. We did, however, obtain a single recombination event from a *Spi1*^fl/−^ and *Rag1*^gfp/+^ cross that resulted in linkage between the *Spi1*^−^ (null) allele and *Rag1*^gfp^. Thus for this technical reason, we compared *Spi1*^fl/−^*MxCre*^−^*Rag1*^gfp/+^ (control) and *Spi1*^fl/−^*MxCre^+^Rag1*^gfp/+^ (experimental) genotypes in each experiment. At this time point, PU.1 inactivation resulted in a modest reduction in overall BM cellularity, but a markedly increased proportion of these cells were Lin^−^ progenitors (Figures 1A,B). The increased Lin^−^ compartment in *Spi1*^fl/−^*MxCre^+^Rag1*^gfp/+^ mice was due to an increase in the proportion of Sca-1^−^c-Kit^+^ myeloid progenitors as we have previously shown [Figures 1C,D (35)]. This analysis also revealed a highly significant reduction in the proportion of LSK cells without PU.1 (Figures 1D,E). However, when absolute cellularity was determined, it became apparent that loss of PU.1 resulted in a twofold reduction in LSK cells (Figure 1F). Thus the loss of PU.1 had a relatively mild impact on the frequency of LSK cells.

**Figure 1:**
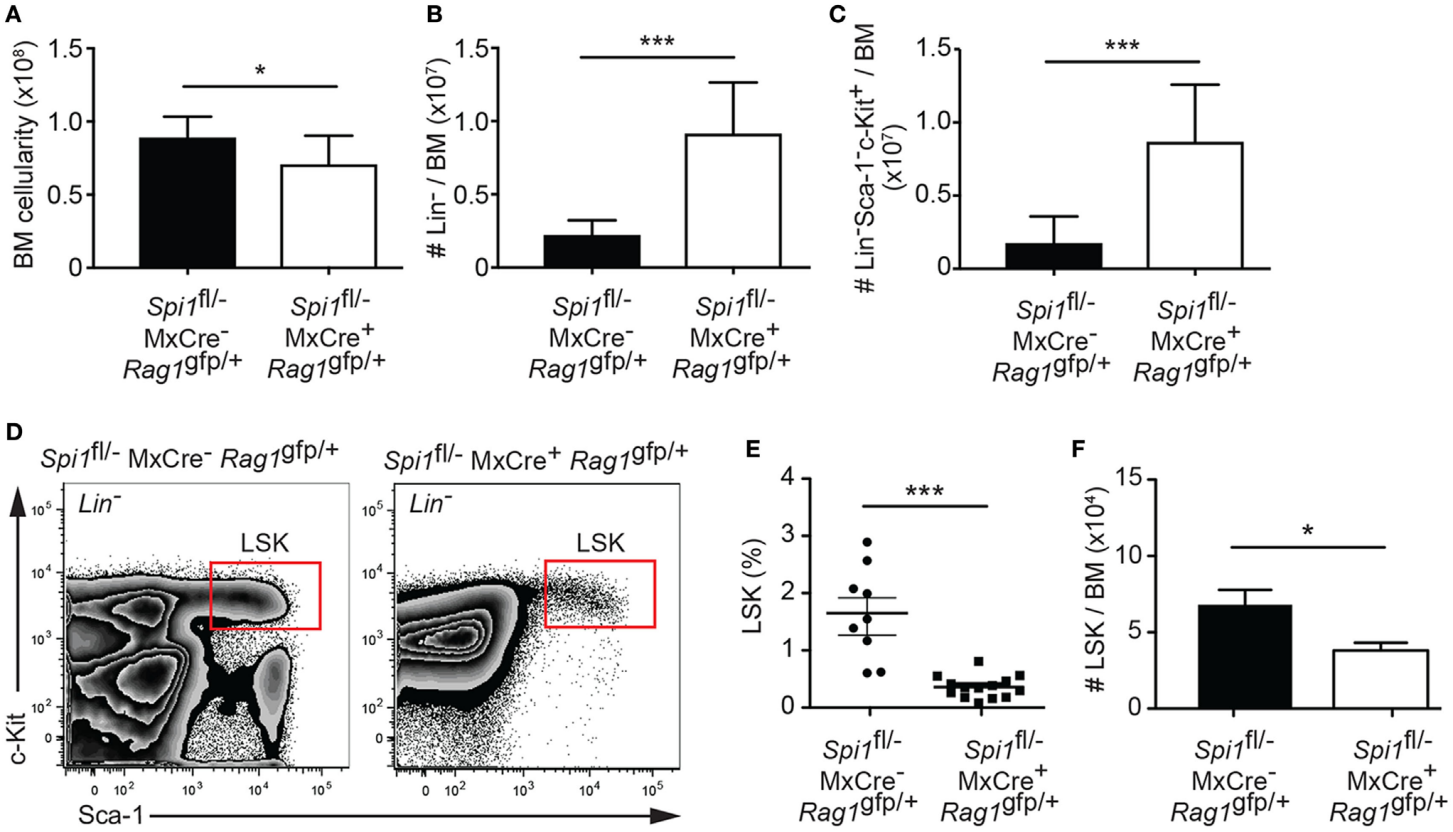
Reduced numbers of hematopoietic progenitors from PU.1 conditionally deficient bone marrow (BM). *Spi1*^fl/−^MxCre^−^*Rag1*^gfp/+^ and *Spi1*^fl/−^MxCre^+^*Rag1*^gfp/+^ mice were injected with polyIC on days 0 and 3, and analyzed by flow cytometry on day 14. Graph shows **(A)** the absolute cell numbers in the BM (2× femur and tibia), **(B)** the number of Lin^−^ cells, and **(C)** the number of Lin^−^Sca-1^−^c-Kit^+^ cells in BM preparation. **(D)** Representative flow cytometry plot of Lin^−^ BM preparations from the mice of indicated genotypes. Boxes indicate the position of the LSK populations. **(E)** Graph shows the proportion of LSK cells in Lin^−^ BM preparation. Each dot represents an individual BM sample. Horizontal line shows the mean ± SD. **(F)** Absolute LSK cell numbers in the BM. Data in the graphs are the mean cell number ± SD from between 9 and 14 mice per genotype. *p* Values compare the indicated groups using an unpaired *t*-test. *p < 0.05, ***p < 0.001.

Analysis of the ELP fraction of the LSK revealed that PU.1 inactivation resulted in a significant decrease in the proportion and frequency of ELPs (Figures 2A–C). Importantly, the remaining ELPs lacked Flt3, suggesting that they were PU.1 deficient (Figure 2A). By contrast, analysis of the Rag1/GFP^+^ CLP fraction showed an absence of CLPs in the BM, indicating that PU.1 was essential for the formation of these cells (Figures 2D–F). Although the experiments described in Figures 1 and 2 were conducted 14 days after the initial polyIC treatment, we believe that this represented the steady-state situation as analysis of the frequency of the LSK, ELP, and CLP populations at days 28 and 42 after polyIC exposure produced very similar results (Figures 3A–C). Taken together these data indicate that the requirement for PU.1 progressively increases as lymphoid progenitors transition between the LSK and CLP compartments.

**Figure 2:**
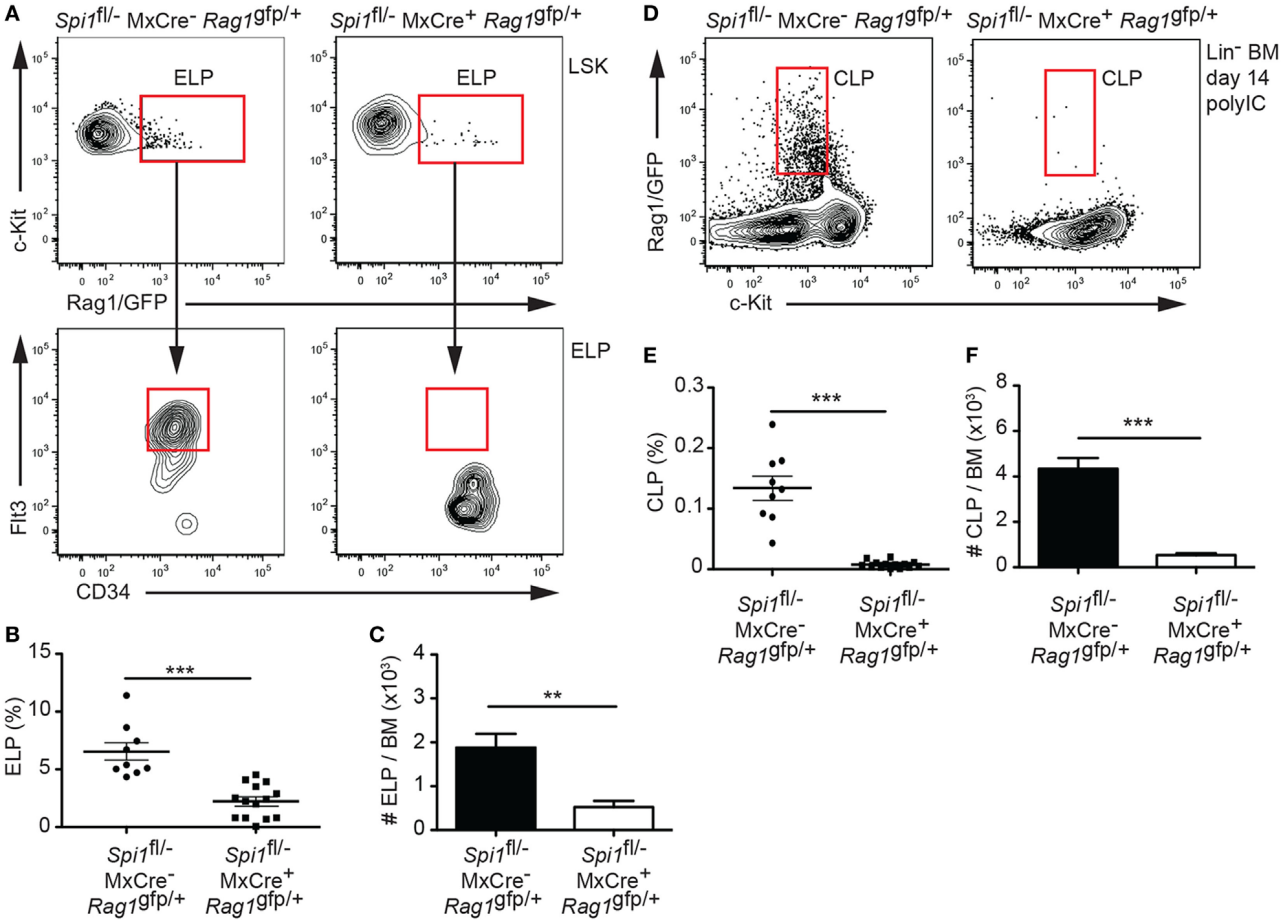
Absence of lymphoid progenitors from PU.1 conditionally deficient bone marrow (BM). *Spi1*^fl/−^MxCre^−^*Rag1*^gfp/+^ and *Spi1*^fl/−^MxCre^+^*Rag1*^gfp/+^ mice were injected with polyIC on days 0 and 3, and analyzed by flow cytometry on day 14. **(A)** Upper plots, representative flow cytometry plot of the LSK populations, gated as in Figure 1D, from the mice of indicated genotypes. Boxes indicate the position of the Rag1/GFP^+^ early lymphoid progenitor (ELP) populations. Lower plots, ELPs express Flt3 and CD34 in control *Spi1*^fl/−^MxCre^−^*Rag1*^gfp/+^ ELPs, but not in the *Spi1*^fl/−^MxCre^+^*Rag1*^gfp/+^ cells, confirming the inactivation of PU.1. **(B)** Graph shows the proportion of ELPs cells in the LSK cell gate. Each dot represents an individual BM sample. Horizontal line shows the mean ± SD. **(C)** Absolute ELP numbers in the BM. **(D)** Representative flow cytometry plot of Lin^−^ BM preparations from the mice of indicated genotypes. Boxes indicate the position of the common lymphoid progenitor (CLP)-equivalent populations using Rag1/GFP. **(E)** Graph shows the proportion of Rag1/GFP^+^ CLPs cells in the Lin^−^ gate. Each dot represents an individual BM sample. Horizontal line shows the mean ± SD. **(F)** Absolute Rag1/GFP^+^ CLP numbers in the BM. Data in panels **(C,F)** are the mean cell number ± SD from between 9 and 14 mice per genotype. *p* Values compare the indicated groups using an unpaired *t*-test. **p < 0.01, ***p < 0.001.

**Figure 3:**
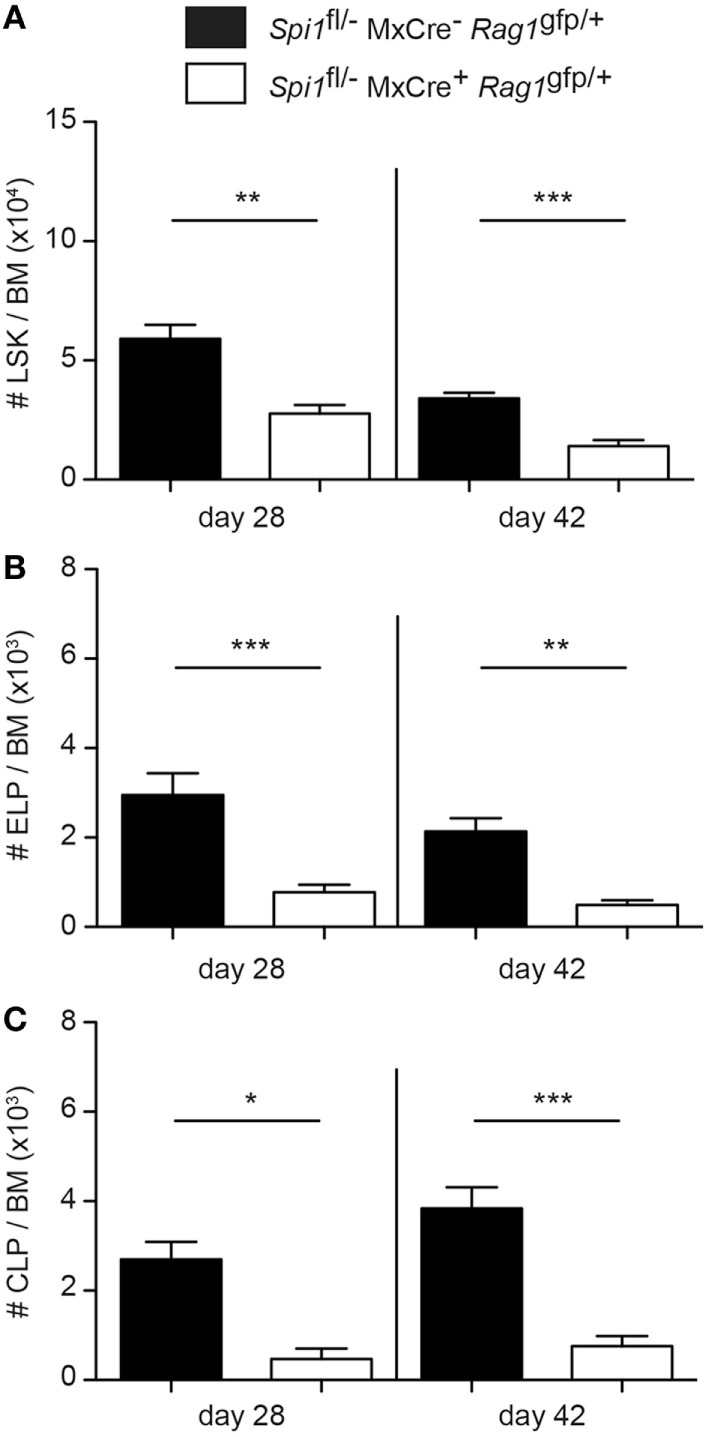
Sustained reduction in lymphoid progenitors in PU.1 conditionally deficient bone marrow (BM). *Spi1*^fl/−^MxCre^−^*Rag1*^gfp/+^ and *Spi1*^fl/−^MxCre^+^*Rag1*^gfp/+^ mice were injected with polyIC on days 0 and 3, and analyzed by flow cytometry on days 28 and 42. Total numbers of **(A)** LSK cells, **(B)** Rag1/GFP^+^ early lymphoid progenitors, and **(C)** Rag1/GFP^+^ common lymphoid progenitors (CLPs) in the BM of indicated genotypes were calculated. The data are mean ± SD from between 5 and 8 mice per genotype. *p* Values compare the indicated groups using an unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### PU.1 Is Dispensable From the CLP Stage of Development

The data described above demonstrated that PU.1 was required for the development of Rag1/GFP^+^ CLPs from LMPPs, although whether PU.1 has an essential function in CLPs was unclear. A previous study showed that removal of PU.1 in CLPs was compatible with B cell development (32), however, as that study required the CLPs to be cultured for 2 days in B cell promoting conditions prior to Cre activation and PU.1 removal, it remained to be determined if PU.1 was required at the CLP stage of differentiation *in vivo*. To address this question, we crossed the *Spi1*^fl/−^ allele to *Rag1*^cre^*^/+^* knockin mice (note that *Rag1*^cre/gfp^ mice lacked lymphocytes beyond the pro-B/T cell stage due to the absence of Rag1 function but allowed the tracking of the Rag1/GFP^+^ CLPs). In this case, we achieved the desired meiotic crossover, producing a copy of chromosome 2 carrying *Spi1*^fl^ and *Rag1*^cre^. Rag1/Cre has been shown to initiate deletion of a floxed allele in the LSK compartment (37), has substantial but not complete activity at the CLP stage (50) and complete deletion in pro-B and pro-T cells (51). To check for the efficacy of Rag1/Cre in lymphoid progenitors, we assessed Flt3 expression in Lin^−^ BM from *Spi1*^fl/−^*Rag1*^cre/gfp^ and control *Spi1*^fl/−^*Rag1*^+/gfp^ mice as a surrogate marker for PU.1 deletion. We observed a marked reduction of Flt3 expression in ALPs and BLPs within the CLP compartment (Figure 4A), suggesting that *Spi1* deletion occurred efficiently in those cells, while as expected the majority of ELPs maintained Flt3 expression (Figure 4A). The fluorescence intensity of the IL-7R was similar between the genotypes suggesting that PU.1 was not required for *Il7r* expression at the ALP or BLP stages of development (Figure 4E).

**Figure 4:**
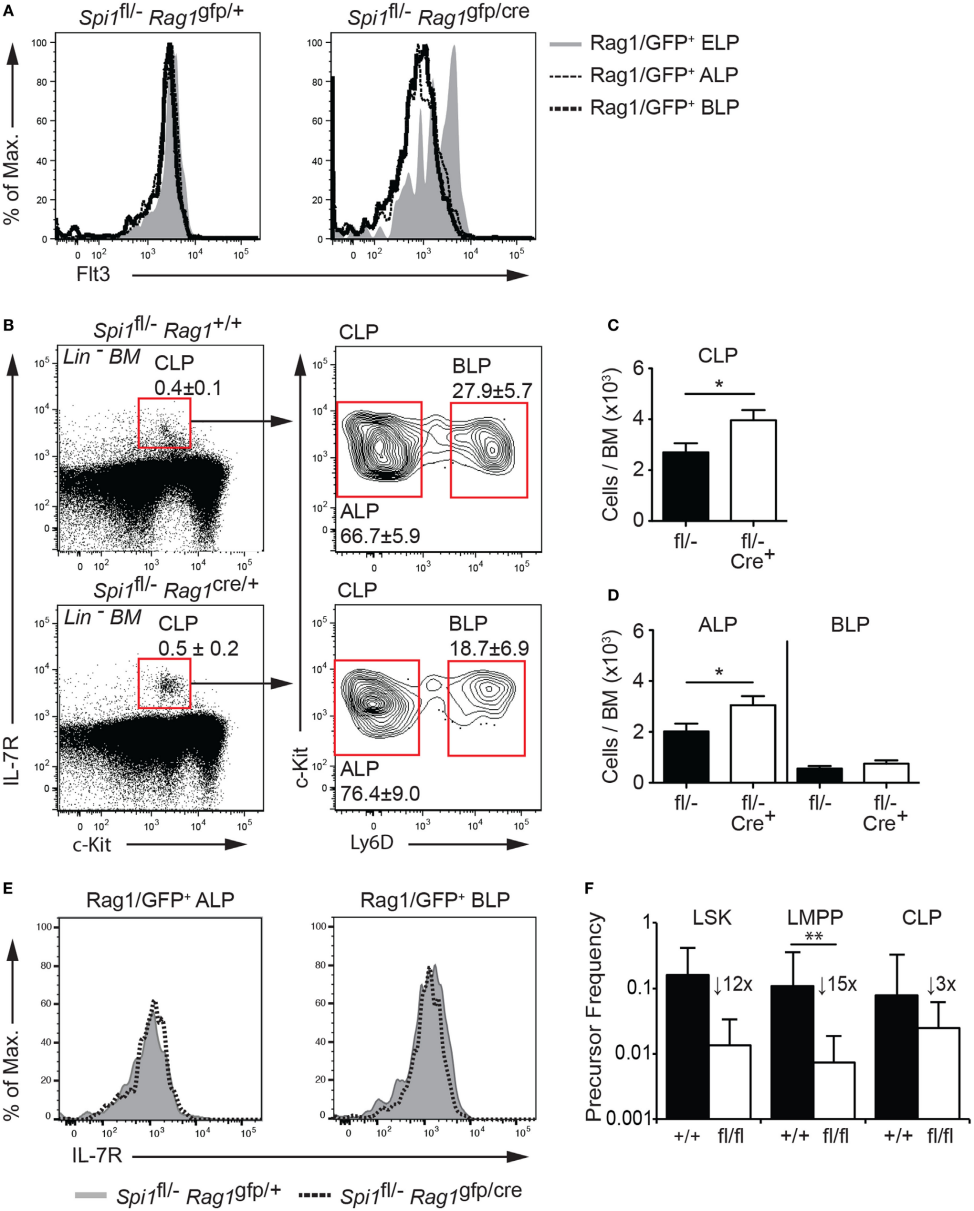
PU.1 is not required for the persistence of common lymphoid progenitors (CLPs). **(A)** Lineage-depleted (Lin^−^) bone marrow (BM) was isolated from *Spi1*^fl/−^*Rag1*^+/gfp^ and *Spi1*^fl/−^*Rag1*^cre/gfp^ mice and Rag1/GFP^+^ early lymphoid progenitors (ELPs), all lymphocyte progenitors (ALPs), and biased lymphocyte progenitors (BLPs) of each indicated genotype were assessed for Flt3. **(B–D)** Lin^−^ BM from *Spi1*^fl/−^*Rag1*^+/+^ and *Spi1*^fl/−^*Rag1*^cre/+^ mice were analyzed for the **(B)** frequency and **(C)** number of CLPs and **(D)** number of ALPs and BLPs. Boxes show the position of gating for the cell type being analyzed. **(E)** Lineage-depleted (Lin^−^) BM was isolated from *Spi1*^fl/−^*Rag1*^+/gfp^ and *Spi1*^fl/−^*Rag1*^cre/gfp^ mice and Rag1/GFP^+^ ALPs and BLPs of each indicated genotype were assessed for IL-7R. Data in panels **(A,E)** are representative of two experiments each consisting of two mice per genotype. Data in panels **(B–D)** are the mean ± SD from between 9 and 13 mice per genotype. **(F)** Sorted LSK cells, lymphoid-primed multipotent progenitors (LMPPs), and CLPs from *Spi1*^fl/fl^CreER^T2^ and control *Spi1*^+/+^CreER^T2^ mice and cultured in limiting dilution with OP9 stromal cells in the presence of IL-7 and Flt3L for 7–10 days. 350 nM 4-hydroxytamoxifen was added to all cultures on day 1 and diluted threefold after 24 h. The mean clonogenic frequency ±5% confidence interval of two experiments each with triplicate measurements is shown. *p* Values compare the indicated groups using an unpaired *t*-test. *p < 0.05, **p < 0.01.

In keeping with the onset of *Spi1* inactivation at the CLP stage, the proportion and absolute number of LSK cells and LMPPs in the BM of *Spi1*^fl/−^*Rag1*^cre^*^/+^* and control *Spi1*^fl/−^*Rag1^+/+^* mice was equivalent (Figures S4A–D in Supplementary Material). Closer examination of the CLP compartment revealed a statistically significant increase in total CLPs in the absence of PU.1, which resulted from a similarly increased proportion and frequency of ALPs (Figures 4B–D). The frequency of BLPs, the earliest B cell progenitor and lineage committed pro and pre-B cells were equivalent between the genotypes suggesting that PU.1 activity appears largely dispensable for the differentiation of CLPs into mature lymphoid lineages *in vivo* (Figures 4B–D and data not shown).

The conclusion that PU.1 was not required beyond the transition to the CLP stage was supported by *in vitro* clonogenic assays. These experiments utilized *Spi1*^fl/fl^ mice crossed to the *Rosa26-*CreER^T2^ (*Spi1*^fl/fl^CreER^T2^) allele that allows 4-hydroxytamoxifen (Tam) mediated induction of Cre activity *in vitro*. LSK cells, LMPPs and CLPs were isolated from the BM of *Spi1*^fl/fl^CreER^T2^ and control *Spi1*^+/+^CreER^T2^ mice and cultured in limiting dilution with OP9 stromal cells, plus Flt3L, and IL-7 for 7–10 days. All cultures were exposed to 350 nM Tam for the first day. As expected, all progenitor fractions from the control PU.1^+/+^CreER^T2^ gave rise to B cells colonies at a cloning frequency of ~10% (Figure 4F). LSK cells and LMPPs from *Spi1*^fl/fl^CreER^T2^ mice showed marked reduction in B cell clonogenic potential (11.9-fold reduction for HSCs and 14.7-fold reduction for LMPPs) compared to controls. By contrast, CLPs from the same mice were much less sensitive to PU.1 loss (threefold reduction compared to controls) a finding in agreement with a previous study (32). Collectively, these results demonstrate that PU.1 is required for the LMPP to CLP transition and suggested no obligate role for this factor at subsequent points in early B cell development.

### PU.1 Activates Lymphoid Associated Genes in MPP Cells

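Gene expression was measured in 6 pools of LSK cells, the bone marrow fraction that holds HSCs and multipotent progenitors. There were 3 wild-type pools (*Spi1*+/+*MxCre*+) and 3 PU.1-deficient pools (*Spi1* fl/fl*MxCre*+), each from 15 to 20 mice. The mice had received polyIC at 5 µg per g of body weight, which switches on the MxCre recombinase through the interferon pathway, and the paper gives day 14 for the isolation of the cells. Each pool was hybridized to 1 Illumina whole-genome mouse BeadChip array, which carried 45281 probes. The intensities deposited by the authors are not normalized and still hold background, and each comes with a detection p-value. The median intensity per array was 89.5 to 116.5, and 15639 to 18174 probes per array had a detection p-value under 0.05. The number of arrays limits the precision of every value. The authors' deposited log2 values were made with the neqc function of *limma*, after the paper's methods. The intensities were normalized again with neqc, with the background level inferred from the detection p-values, an offset of 16, and quantile normalization before the log2 step. The result differed from the authors' log2 values by at most 0.03 on any probe that both hold. All 22119 probes with a detection p-value under 0.05 in at least 1 array were tested with the moderated statistics of *limma*, and an adjusted p under 0.05 (Benjamini–Hochberg) was the threshold. Of these probes, 16494 carried 1 gene name, for 10528 genes. For a gene with several probes, the probe with the highest mean over all 6 pools is given. Arrays were simulated with the spread of the real ones, independent noise and 200 changed probes. There, 94% of probes changed by 2 on the log2 scale and 15% of probes changed by 1 passed this threshold. These shares are not the sensitivity of the real comparison, where 1945 probes passed, since the adjusted p depends on how many probes differ. The genotypes also differed in a sex-linked transcript: *Xist*, the RNA of the inactive X chromosome, was detected in 3 of 3 PU.1-deficient pools and in 1 of 3 wild-type pools.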

In order to examine the transcriptional roles of PU.1 in early progenitor populations, we purified wild type (*Spi1*^+/+^*MxCre*^+^) and PU.1-deficient (*Spi1*^flfl^*MxCre*^+^) LSK cells from mice treated 14 days previously with polyIC, and subjected the cells for gene expression profiling by oligonucleotide microarray. Analysis of this data revealed 1,971 differentially expressed transcripts, including 1,090 whose expression increased in the absence of PU.1, such as the transcription factors *Gfi1* and *Cebpe*, and 881 genes that required PU.1 for full expression including the known targets *Csf1r, Il7r*, and *Mef2c* (FDR < 0.05, Figure 5A). 

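Of the 22119 probes tested, 1081 were higher and 864 were lower in PU.1-deficient LSK cells than in wild-type LSK cells, at 3 pools per genotype. *Gfi1*, a transcriptional repressor that acts in granulocyte development, rose from a mean log2 intensity of 9.69 ± 0.18 to 12.13 ± 0.13 (SD, 3 pools each), a log2 fold change of 2.44 (standard error 0.18, adjusted p = 0.000315 from *limma*). *Cebpe*, a transcription factor of late granulocyte maturation, rose by a log2 fold change of 4.45 (standard error 0.40, adjusted p = 0.000795), and its 4 probes gave 4.45 to 4.54. *Csf1r*, the receptor for M-CSF, had a log2 fold change of -2.33 (standard error 0.38, adjusted p = 0.00987), with an adjusted p of 0.0523 without wild-type pool 3. *Mef2c*, a transcription factor of lymphoid priming, had a log2 fold change of -2.22 (standard error 0.28, adjusted p = 0.00338), and of its 4 probes, 3 gave -2.00 to -2.22 and the other, undetected in all PU.1-deficient pools, was at least 2.27-fold lower. *Il7r* was detected in 3 of 3 wild-type pools and in 0 of 3 PU.1-deficient pools, and was at least 1.49-fold lower in the latter (adjusted p = 0.0043).
The largest rise was that of *Mybpc3*, a myosin-binding protein of heart muscle whose gene lies next to *Spi1* in the GRCm38.p6 annotation, which was undetected in all wild-type pools and was at least 172-fold higher in PU.1-deficient LSK cells. *Orm1* was at least 52.6-fold, *Mogat2* at least 42.5-fold and *Ccno* at least 25.0-fold higher, each against wild-type pools in which it was undetected. Among the 10 largest rises were also the neutrophil genes *Lrg1* (log2 fold change 6.75), *Wfdc21* (5.17) and *Ngp* (mean log2 intensity 13.53 against 8.03), the adhesion molecules *Vcam1* (5.73) and *Ncam1* (5.16), and *Xist* (5.62). Against wild-type pools in which they were undetected, the other 2 probes of *Vcam1* were only at least 2.80-fold and 1.46-fold higher, the other probe of *Mogat2* at least 24.2-fold and the other 3 of *Xist* at least 12.1-fold to 26.1-fold. Of the other 3 probes of *Ncam1*, 1 passed the test, at least 1.31-fold higher against wild-type pools in which it was undetected. The 10 largest falls included *Car1* (-4.56), *Aqp1* (-3.76) and *Sphk1*, which belong to the list of erythroid genes, the platelet factor *Pf4* (-3.43), the cytokine subunit *Ebi3* (-3.72), and *Rnase6* (-3.87), *Abcb4* (-3.71), *Fgd2* (-3.71), *Slc38a5* (-3.43) and *Cavin2* (-3.39). *Vcam1*, *Ncam1* and *Xist* were detected in 1 of 3 wild-type pools, and *Sphk1*, *Rnase6*, *Fgd2* and *Slc38a5* in 1 of 3 PU.1-deficient pools, so the size and order of these changes rest in part on background signal. All 1945 probes past the threshold separated the 3 pools of one genotype fully from the 3 of the other, as did 6188 of all tested probes (28.0%, against 10% by chance). With scaling to equal medians in place of quantile normalization, which moved the median log2 fold change of all probes to -0.21, 526 probes were higher and 893 lower, so that 37.1% of them were higher, against 55.6% with quantile normalization. The counts were 700 and 418 without PU.1-deficient pool 1, 727 and 443 without PU.1-deficient pool 3, 638 and 319 without wild-type pool 2, and 606 and 298 without wild-type pool 3.

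**Figure D1:**
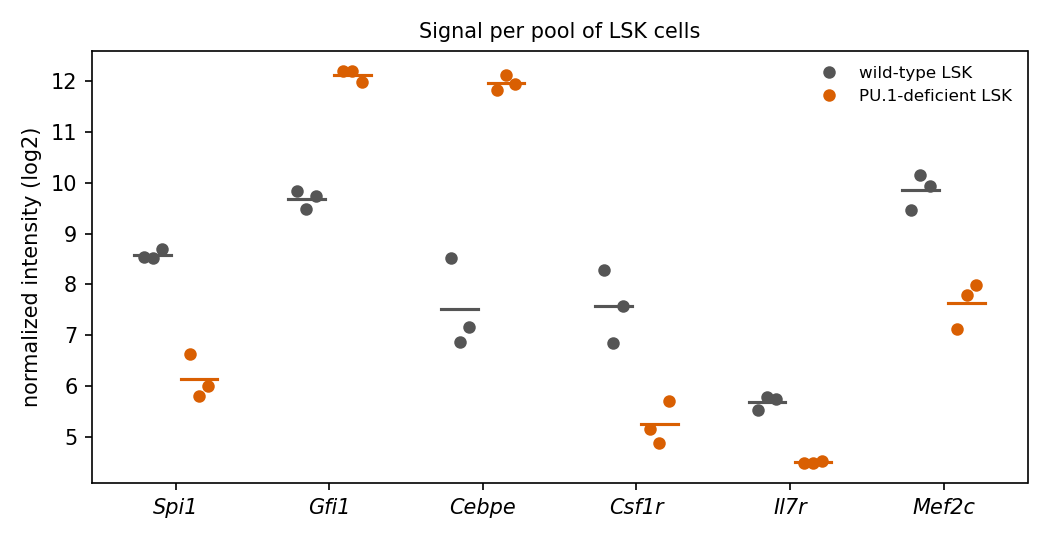
Normalized log2 intensity of 6 genes in each pool of LSK cells, with wild-type pools in grey, PU.1-deficient pools in orange and a line at the mean of the 3 pools. The pools of one genotype lie apart from those of the other for each gene, with means of 9.69 and 12.13 for *Gfi1*.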

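*Ebf1*, a transcription factor of B cell specification, was close to the background of the arrays. Its brighter probe was detected in 1 of 3 PU.1-deficient pools and in 2 of 3 wild-type pools. This probe gave an *Ebf1* log2 fold change of -0.09 (standard error 0.23, adjusted p = 0.88 from *limma*, 3 pools per genotype), and the other probe, undetected in all PU.1-deficient pools, did not pass the test either (adjusted p = 0.355). The sign of the first value turned without PU.1-deficient pool 3 (0.033) and without wild-type pool 3 (0.081). No difference between the genotypes was detected with either probe.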

*Ebf1*, another target of PU.1 in pro-B cells (52), was not differentially expressed between the wild type and PU.1-deficient hematopoietic progenitors. We confirmed the efficient inactivation of *Spi1* as the signal detected from the oligonucleotide probe corresponding to the floxed *Spi1* exon 5 decreased >80% in each sample (Figure 5A). 

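The array held 1 tested probe named for *Spi1*, and the exon it lies in was not checked here. Its mean log2 intensity was 8.58 ± 0.10 in wild-type LSK cells and 6.14 ± 0.43 in PU.1-deficient LSK cells (SD, 3 pools each), a log2 fold change of -2.44 (standard error 0.24, adjusted p = 0.00112 from *limma*). On the linear scale, the signal left relative to the wild-type mean was 25.7% in PU.1-deficient pool 1, 14.6% in pool 2 and 16.7% in pool 3. These are decreases of 74.3%, 85.4% and 83.3%. The probe was still detected in each of the 3 PU.1-deficient pools, so the share left depends on the treatment of the background. Its mean over the 3 pools was 19.0%, and was 33.4% with no background correction. It was 12.7% when the raw signal was counted above the median undetected probe of each array. That setting has no normalization between arrays, whose mean intensity ran from 262.8 to 451.17, so it does not isolate the background.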

Pathway analysis revealed that the activated genes encoded proteins mostly involved in signaling, adhesion, and metabolic processes, while the repressed genes were associated with developmental and immune processes (Figure 5B).

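Gene lists on similar themes were written by hand before the data were examined, since the ontology the paper applied was not used here. Membership was tested among the 696 genes higher and the 589 genes lower in PU.1-deficient LSK cells, against all 10528 genes tested. Of 21 genes of Toll-like and Fc receptor signalling, 6 were higher, among them *Clec7a* (log2 fold change 2.60) and *Fcgr4* (2.16), and *Tlr2* (-1.84) and *Tyrobp* (-1.41) were lower (odds ratio 5.69 among higher genes, adjusted p = 0.00977, two-sided Fisher's exact test). This test treats genes as independent. Camera gave the list an adjusted p = 0.332 with an estimated correlation, a test that rests on 4 residual degrees of freedom and that no list passed. The call of *Tyrobp* ended without PU.1-deficient pool 3 (adjusted p = 0.0602) and without wild-type pool 3 (0.0719). Of 24 hematopoietic cytokine receptor genes, 6 were lower, among them *Epor* (-2.02), and *Tnfrsf1b* (2.10) and *Ifngr1* (1.89, adjusted p = 0.0507 without wild-type pool 3) were higher (odds ratio 5.67 among lower genes, adjusted p = 0.00977). Camera gave this list an adjusted p = 0.513 with an estimated correlation, and its enrichment ended when genes were called at an FDR under 0.01 (adjusted p = 0.0702).
For adhesion, 3 of 25 integrin and cell-matrix genes were higher, among them *Emilin2* (2.19), and 2 were lower, among them *Vwf* (-3.19), the adhesive ligand of platelets. This was not an enrichment in either direction (adjusted p = 0.511 for higher and 0.943 for lower genes). The metabolic list held 23 genes of lipid metabolism, of which *Alox5* (2.55) was higher and 1 was lower, with an adjusted p of 1 in both directions. Among 16 receptor tyrosine kinase genes, 4 were higher, among them *Flt1*, at least 5.45-fold, and 3 were lower (adjusted p = 0.0727 and 0.184). Lysosome genes (2 higher and 2 lower of 25), vesicle transport genes (3 higher and 1 lower of 36) and genes of DNA replication and mitosis (2 higher and 0 lower of 26) showed no enrichment, with adjusted p-values of 0.741 to 0.961. Adjusted over the list alone, the genes higher and lower were 7 and 2 for Toll-like and Fc receptor signalling, 5 and 11 for cytokine receptor, 4 and 3 for integrin, 1 and 1 for lipid, 6 and 5 for receptor tyrosine kinase, 2 and 3 for lysosome, 3 and 1 for vesicle transport and 2 and 0 for DNA replication genes. In all, 12 of 52 tests of a list in a direction passed the threshold, and 8 did so at the stricter FDR, where the enrichment of primary granule (adjusted p = 0.0699), monocyte and dendritic cell genes (0.127 each) also ended.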

**Figure 5:**
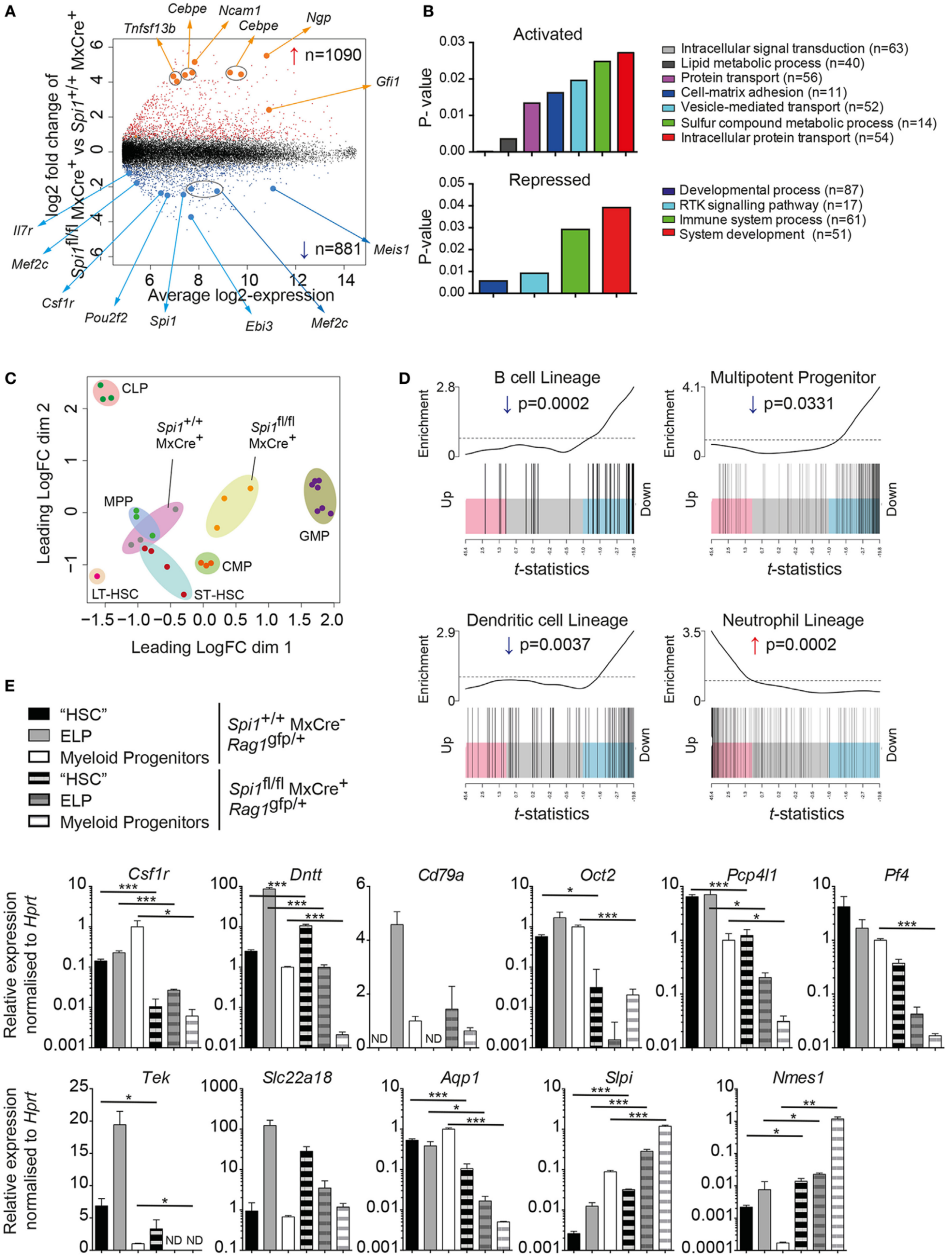
PU.1 is required for lymphoid gene priming in LSK cells. **(A–D)** *Spi1*^+/+^MxCre^+^ and *Spi1*^fl/fl^MxCre^+^ mice were injected with polyIC on days 0 and 3, and LSK cells were isolated by flow cytometry on day 14. Three independent samples of LSK cells from each genotype (each a pool of 15–20 individual mice) were analyzed by gene expression profiling. **(A)** Scatter plot of differential expression. Genes with significantly increased (red) or decreased (blue) in the absence of PU.1 are indicated (false discovery rate < 0.05). The number of differentially expressed genes is indicated. Position of probes corresponding to genes of interest is highlighted. **(B)** Bar charts showing gene ontology classification of activated and repressed genes by Panther GO-Slim biological process dataset (*p* value < 0.05 and fold enrichment > +1). The number of differentially expressed genes in each GO category are indicated **(C)** MDS plot of top 500 differentially regulated genes to demonstrate the relatedness of gene profiles of the indicated populations. Abbreviations: LT-HSC, long term-hematopoietic stem cell; ST-HSC, short term-HSC; MPP, multipotent progenitor; CLP, common lymphoid progenitor; CMP, common myeloid progenitor; GMP, granulocyte macrophage progenitor; MDS, multi-dimensional scaling. Each dot represents the indicated dataset. Close clustering of biological replicates of each cell type is highlighted by shaded ovals. **(D)** Barcode plot of B cell, MPP, dendritic cell, and neutrophil gene signatures compared to gene expression changes after *Spi1* deletion in LSK cells. Genes (shaded rectangles; horizontally ranked by moderated *t*-statistic) upregulated (pink; *t* > 1), downregulated (blue; *t* < −1) or not altered (gray) in *Spi1*^+/+^MxCre^+^ compared to *Spi1*^fl/fl^MxCre^+^ LSK cells. Vertical black lines indicate the genes from the indicated signatures. Top, worm shows relative local enrichment of signature genes in each part of the plot with the dotted horizontal line indicating neutral enrichment. Data of the indicated populations in panels **(C,D)** were obtained from http://haemosphere.org (42). **(E)** Quantitative real-time RT-PCR of indicated lymphoid and myeloid associated genes to confirm differential gene expression. *Spi1*^fl/fl^MxCre^−^*Rag1*^gfp/+^ and *Spi1*^fl/fl^MxCre^+^*Rag1*^gfp/+^ mice were injected with polyIC on days 0 and 3, and Rag1/GFP^−^ LSK cells (“HSC”), Rag1/GFP^+^ LSK cells [early lymphoid progenitor (ELP)], and Lin^−^c-kit^+^Sca-1^−^ (myeloid progenitor cells) were isolated by flow cytometry on day 14 (as described in Figure S5 in Supplementary Material). Expression values are the mean ± SD of three independent experiments and are normalized to *Hprt*. *p* Values compare the indicated groups using an unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

To explore the relationships between the wild type and PU.1-deficient hematopoietic progenitors in an unbiased way, we measured the transcriptional distance between any pair of expression profiles. This analysis used the *leading fold change*, defined as the average fold change for the 500 genes most different between the samples. Data are shown on an MDS plot where the distances on the plot correspond to log2-leading fold change (Figure 5C). This analysis revealed that PU.1-deficient LSK cells clustered closely to the myeloid progenitors (common myeloid progenitor and granulocyte macrophage progenitor), in contrast to the control LSK cells that clustered adjacent to the defined HSC (LT- and ST-) and MPP populations (Figure 5C). This conclusion was further supported by cell lineage-specific gene set testing showing that repressed genes were enriched for the neutrophil lineage associated transcripts (Figures 5A,D), most likely representing the aberrant c-Kit^int^ population observed in the PU.1-deficient LSK cells [Figures 1C,D and (35)]. 

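The distance between a pair of pools was taken as the leading log2 fold change, the root mean square of the 500 largest differences between them. It was 3.18 ± 0.23 between a PU.1-deficient and a wild-type pool (SD over 9 pairs, range 2.85 to 3.55). Within a genotype it was 2.01 ± 0.57 among PU.1-deficient pools and 1.83 ± 0.84 among wild-type pools (SD over 3 pairs each). The smallest distance between genotypes, 2.85, was above the largest distance within one, 2.55, which separates PU.1-deficient pools 1 and 2. Wild-type pools 2 and 3 were closest (0.85), and wild-type pool 1 lay 2.35 and 2.28 from them. The pairs share pools and are not independent, so no test was run on them. The reference populations of the paper's plot were not used here, so no distance to a myeloid progenitor or to an HSC population is given.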

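Genes of neutrophil granules, listed before the data were examined, rose as a group in PU.1-deficient LSK cells. The secondary granule list shares 4 genes with those the paper names, which are not independent evidence. Of 27 genes of secondary and tertiary granules and of neutrophil maturation, 20 were higher, 1 was lower and 6 did not pass the test, with a median log2 fold change of 2.91 (P = 1e-04 from rotation gene set testing in *limma*, the smallest that 9999 rotations can give, adjusted p = 0.00135, and adjusted p = 0.332 with an estimated correlation). Here and below, a value with an estimated correlation is from camera, which compares a list with the other genes, and not from rotation testing. The correlation is estimated with 4 residual degrees of freedom, and no list passed. Such a value therefore does not show that a list is unchanged. With a preset correlation of 0.01, camera gave an adjusted p of 1.99e-20. Adjusted over the list alone, 22 were higher and 1 lower. They included the antimicrobial peptide *Camp* (4.54, standard error 0.19), the neutrophil surface protein *Cd177* (5.06, standard error 0.21), the iron-binding *Lcn2* (4.01, standard error 0.33) and *Slpi* (4.72, standard error 0.40), an inhibitor of neutrophil elastase. *AA467197*, the gene the paper calls *Nmes1*, had a log2 fold change of 4.64 (standard error 0.29). *Chil3* was the member that was lower (-0.97), and its call ended without PU.1-deficient pool 1 or 3 or wild-type pool 2 or 3 (adjusted p = 0.0732 to 0.0941). *Ltf* (0.10, adjusted p = 0.834) and *Mmp9* (0.19, adjusted p = 0.743), which encode granule proteins of mature neutrophils, did not pass the test.
Of 14 genes of primary granules and promyelocytes, 8 were higher, none was lower and 6 did not pass, with a median of 1.31 (adjusted p = 0.0123, and adjusted p = 0.332 with an estimated correlation). Camera with the preset correlation gave an adjusted p of 4.85e-06. Adjusted over the list alone, 9 were higher and 0 lower. *Gstm1* (3.50), the protease inhibitor *Cst7* (3.03) and the granule protease *Elane* (2.63) rose. *Mpo*, the myeloperoxidase of primary granules, had probes that gave 0.08 to 2.25, of which 1 passed the test. The median of the list was 1.06 without wild-type pool 2, 1.96 without wild-type pool 1 and 0.95 with no background correction. It was 2.07 without both wild-type pool 1 and PU.1-deficient pool 2, an omission chosen after seeing the data. The call of this list ended with scaling to equal medians (adjusted p = 0.0538) and without any 1 of 5 pools, all but wild-type pool 1 (up to 0.0542), while that of the secondary granule list held without each pool in turn (up to 0.0122). The sex-linked *Xist* rose in the same pools. From the neutrophil transcripts among the genes that PU.1 represses, the paper proposes that they represent the aberrant c-Kit int cells seen by flow cytometry among its PU.1-deficient LSK cells.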

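Lists of HSC-associated, lymphoid-priming, B cell and dendritic cell genes, written before the data were examined in place of the signatures of the paper, were tested in PU.1-deficient LSK cells. In this order they share 3, 9, 10 and 4 genes with those the paper names, which are not independent evidence. The HSC-associated, lymphoid-priming and dendritic cell lists had several members lower and at most 1 higher, while B cell genes went both ways. Of 24 HSC-associated genes, which are not the MPP signature of the paper, 11 were lower, 1 was higher and 12 did not pass the test. Their median log2 fold change was -1.03 (adjusted p = 0.0168 from rotation gene set testing, and adjusted p = 0.332 with an estimated correlation). Lower members included the homeobox gene *Meis1* (-2.05, standard error 0.28), the receptor *Tek* (-2.35, standard error 0.28) and *Cd34* (-1.66, standard error 0.21). *Thy1* was the member that was higher (0.89), and its call ended without any 1 of the 6 pools (adjusted p = 0.0692 to 0.151) and with scaling to equal medians (0.325). Of 18 lymphoid-priming genes of LMPPs, 7 were lower, none was higher and 11 did not pass, with a median of -0.75 (adjusted p = 0.0123, and adjusted p = 0.332 with an estimated correlation). Besides *Mef2c* and *Il7r*, these were *Pou2f2* (-2.49), which the paper calls *Oct2*, *Cd27* (-1.75), *Ltb* (-1.65), *Bcl11a* (-1.11) and *Cd53* (-0.87). *Flt3* (-1.21, adjusted p = 0.0621) and *Dntt* (-0.86, adjusted p = 0.343) did not pass. *Flt3* passed with scaling to equal medians (0.0264), a replicate block (0.00211), array weights (0.00148), 1 value per gene in place of probes (0.0377) and without wild-type pool 1 (0.0311), and *Dntt* with the replicate block (0.0274). Array weights were estimated from the same values and rest largely on PU.1-deficient pool 3 among the pools of its genotype.
Of 13 dendritic cell genes, 5 were lower and none was higher, with a median of -0.86 (adjusted p = 0.0168, and adjusted p = 0.332 with an estimated correlation). *Clec10a* (-2.46), *Cd86*, undetected in all PU.1-deficient pools, and the transcription factor *Irf8* (-1.34) were among them. Of 13 tested B cell genes, 4 were lower and 3 higher, with a median of -0.36 (adjusted p = 0.0123, and adjusted p = 0.513 with an estimated correlation). *Btk* (-1.57) and *Cd79b* (-1.41), which act in signalling from the B cell receptor, were lower, while *Igll1*, at least 3.27-fold, and *Vpreb1* (1.56), which encode the surrogate light chain of the pre-B cell receptor, and *Cd72* (0.67) were higher. The call of *Vpreb1* ended without PU.1-deficient pool 1 or any 1 wild-type pool (adjusted p = 0.055 to 0.105) and with no filter on dim probes (0.0722). Adjusted over each list alone, the genes lower and higher were 15 and 1 for HSC-associated, 9 and 1 for lymphoid-priming, 8 and 0 for dendritic cell and 4 and 3 for B cell genes. With genes undetected in all pools of a genotype at their lower bound, the medians were -0.96 for HSC-associated, -0.61 for lymphoid-priming, -0.62 for dendritic cell and -0.10 for B cell genes. With no background correction they were -0.58, -0.47, -0.52 and -0.14 in this order. The B cell median was also -0.17 with an offset of 50, -0.66 with a detection p-value under 0.01 and -0.24 without wild-type pool 3. Of other genes the paper measured, *Pcp4l1* (-3.02) was lower and *Slc22a18*, undetected in all PU.1-deficient pools, was at least 3.52-fold lower, and no tested probe was named *Cd79a*.
Each of these 4 calls ended without PU.1-deficient pool 1, 2 or 3 or wild-type pool 2 (adjusted p = 0.0501 to 0.0621), and those of the HSC-associated and dendritic cell lists also without wild-type pool 3 (0.0625 and 0.0598). The medians without 1 pool in turn stayed below 0. They were -1.21 to -0.976 for HSC-associated, -0.843 to -0.554 for lymphoid-priming, -1.05 to -0.645 for dendritic cell and -0.504 to -0.238 for B cell genes. The B cell call also ended with scaling to equal medians (adjusted p = 0.0533), with the replicate block (0.064) and when the set was compared with other genes at a preset correlation (0.238). At that correlation camera gave 3.01e-06 for HSC-associated, 0.000456 for lymphoid-priming and 9.05e-05 for dendritic cell genes. The sex-linked *Xist* differed between the same pools.

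**Figure D2:**
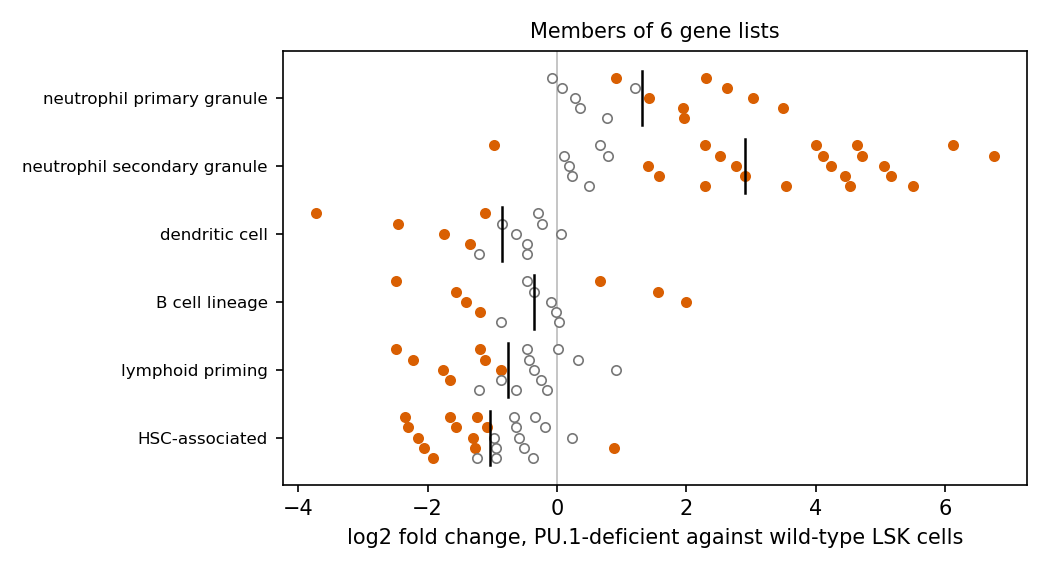
Log2 fold change of each tested member of 6 gene lists, PU.1-deficient against wild-type LSK cells, with members past an adjusted p of 0.05 filled, the others open and a black line at the median of the list. The medians of both neutrophil lists, 1.31 and 2.91, lie above 0 and those of the other 4 lists, -0.36 to -1.03, lie below 0 under quantile normalization, nearer to it with no background correction (-0.14 to -0.58).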

Most importantly, signatures of MPPs, B cell, and DC lineages were lost in the absence of PU.1 (Figure 5D).

To confirm the role for PU.1 in promoting the transcriptional priming of lymphoid genes in the MPPs, we analyzed the expression of some of the cohort of neutrophil and B cell specific genes identified in Figure 5D, in purified Rag1/GFP^+^ (ELP) and Rag1/GFP^−^ (“HSC”) LSK cells, as well as Lin^−^Sca-1^−^c-kit^+^ myeloid progenitors from the BM of *Spi1*^flfl^*MxCre*^+^*Rag1*^gfp/+^ (from a newly generated mouse line housing a meiotic recombination producing linked *Spi1*^fl^ and *Rag1*^gfp^) and control *Spi1*^+/+^*MxCre*^−^*Rag1*^gfp/+^ mice (Figure 5E; Figure S5 in Supplementary Material). The efficient deletion of *Spi1* was confirmed by the absence of Flt3 on the cell surface (Figure S5 in Supplementary Material), and again by the reduced mRNA for *Csf1r* (encoded for MCSF-R) whose expression is regulated by PU.1 (53) (Figure 5E). In agreement with the gene expression studies, we confirmed eight downregulated genes for the B cell lineage (*Dntt, Cd79a, Oct2, Pcp4l1, Pf4, Tek, Slc22a18*, and *Aqp1*) and two upregulated genes (*Slpi, Nmes1*) for neutrophil lineage in PU.1-deficient ELPs (Figure 5E). Together, these data demonstrate that PU.1 is broadly required to prime the expression of lymphoid genes and suppress some neutrophil genes in ELPs for subsequent formation into CLPs.

## Discussion

PU.1 is one of a small group of transcriptional regulators, including Ikaros, E2A, Mef2c, EBF1, Myb, and Pax5 that control the specification and commitment of lymphoid progenitors to the B cell pathway (54–56). Although, it has long been known that PU.1 is required for lymphocyte formation from either the fetal or adult HSCs, the function of PU.1 in lymphopoiesis and the exact point at which it is required has proven more elusive. Here, we demonstrate using conditional mutagenesis that PU.1 is required for efficient LMPP formation and for the subsequent differentiation to the CLP stage.

It has been proposed that the concentration of PU.1 in MPPs determines myeloid (high PU.1) or lymphoid (low PU.1) outcomes (13). Our analysis of *Spi1* transcription using a GFP reporter allele that did not impact on PU.1 function (16) suggests that *Spi1* was relatively uniformly expressed throughout early hematopoietic development, with expression peaking at the LMPP stage. These data mirrored closely the expression of *Spi1* mRNA in wild-type hematopoietic cells. Within the lymphoid developmental pathway PU.1 expression slowly declined but was not markedly downregulated until the pro-B cell (Fraction B) stage. By contrast, myeloid progenitors cells express an even higher concentration of PU.1 than that observed in LMPPs, which peaks in mature myeloid cells (13, 15–17, 19, 30, 57).

One of the limitations in mapping PU.1 function in early lymphopoiesis has been due to its role in the transcriptional regulation of the genes encoding Flt3 (30) and the α chain of the IL-7R (12), markers critical for defining the LMPP and CLP. Expression of Rag1/GFP in the LSK compartment defined ELPs that are the most lymphoid-primed component of the LMPP, while GFP expression in Lin^−^Sca-1^+^c-kit^int^ cells defined CLPs, independent of either Flt3 or IL-7R. Generation of PU.1-deficient hematopoietic progenitors expressing Rag1/GFP overcame this technical bottleneck, as the expression of *Rag1* is PU.1 independent in both pro-B cells and ALPs [(48) and data not shown]. This analysis revealed that PU.1 was required for the efficient production of LMPPs and was essential for CLP formation. The requirement was very stage specific as the removal of PU.1 using Rag1/Cre was compatible with CLP formation and B cell differentiation, in agreement with a previous study using a less direct approach (32). Thus, the critical role of PU.1 in lymphopoiesis occurs before the CLP stage of development by inducing lymphoid-specific genes and keeping myeloid genes in check at the LMPP stage. Although in the current study we have only addressed PU.1 function in adult BM lymphopoiesis, recent analysis of mice homozygous for a hypomorphic allele of *Spi1* [UREΔ/Δ (20)] demonstrated a concentration dependent function for PU.1 in controlling distinct waves of fetal and adult B-lymphopoiesis, suggesting additional complexities in the process (58). It should also be noted that the importance of PU.1 in some aspects of later B cell differentiation, such as at the pre- and mature B cell stages is masked by functional redundancy with the closely related gene, SpiB (59–61).

The phenotype arising from PU.1 deficiency, is broadly similar to that observed in mice lacking E2A (26), Mef2c (28), Ikaros (31, 62), and Myb (27), factors also required for the priming of lymphoid lineage genes in LSK cells. The links between PU.1 and the other members of this gene regulatory network are only partially understood. PU.1 directly regulates *Mef2c*, a factor that also regulates the myeloid versus lymphoid fate decision in hematopoietic progenitors and is essential for the formation of CLPs (28). It has been proposed that PU.1 concentration is determined by a regulatory circuit whereby activation of the lymphocyte-promoting factor Ikaros, itself an essential for lymphopoiesis, represses PU.1 expression either directly or *via* the induction of the repressor Gfi1 (25). In keeping with this concept, B cell development is impaired in the absence of Gfi1 and can be partially restored by the removal of one allele of *Spi1* or by shRNA-mediated knockdown of *Spi1*. Interestingly, *Gfi1* expression was increased in PU.1-deficient LSK cells, suggesting that PU.1 also functions at some level to repress *Gfi1* (Figure 5A). 

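Among 35 hematopoietic transcription factor genes, listed before the data were examined, 5 were higher in PU.1-deficient LSK cells, 7 were lower and 23 did not pass the test. The list shares 9 genes with those the paper names. Adjusted over the list alone, 5 were higher and 8 lower. Besides *Gfi1* and *Cebpe*, the higher ones were *Id1* (log2 fold change 3.44, standard error 0.20) and *Id2* (2.55, standard error 0.20), inhibitors of E proteins, and *Cebpb* (1.69, standard error 0.16), a factor of granulocyte production. The lower ones were *Egr1* (-2.39), *Irf8* and *Bcl11a*, *Mef2c*, and the stem cell and erythroid factors *Gata2* (-1.56), *Gata1* (-1.56) and *Tal1* (-1.26). The list was enriched among lower genes (odds ratio 4.26, adjusted p = 0.0133, two-sided Fisher's exact test). As a whole it did not pass rotation gene set testing in *limma* (adjusted p = 0.241, and adjusted p = 0.651 with an estimated correlation). Of the other factors the paper names in lymphoid specification, *Ikzf1* (-0.15, adjusted p = 0.735), *Tcf3*, which encodes E2A (-0.42, adjusted p = 0.504), and *Myb* (0.35, adjusted p = 0.512) did not pass the test, and no tested probe was named *Pax5*. Of 15 genes of the ETS family, to which PU.1 belongs, *Ets1* was higher (2.79, standard error 0.29), *Spi1* was lower and the other 13 did not pass (adjusted p = 0.468 for the list).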

Similar counteracting networks are also known to result in multi-lineage priming and contribute to myeloid cell lineage determination (63). Together with the regulation of the two key cytokine receptors, Flt3 and IL-7R, it is likely that the regulation of these targets is sufficient to explain the important function of PU.1 in the transition from the LMPP to CLP stage of development.

## Availability of Data and Material

The microarray gene expression data are publicly available at the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo), accession number GSE89642.

## Ethics Statement

This study was carried out in accordance with the recommendations of the Australian Code for the Care and Use of Animals for Scientific Purposes. The Walter and Eliza Hall Institute Animal Ethics Committee approved the protocols.

## Author Contributions

SP performed all experiments; CG performed the bioinformatics; SP, CG, SC, LW, and SN designed and analyzed the data; DH, NH, SC, LW, and SN supervised the research; SP and SN wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^www.immgen.org (Accessed: March 26, 2018).

^2^https://gexc.riken.jp/models/3/genes (Accessed: September 18, 2017).

# Supplementary material for: PU.1 Is Required for the Developmental Progression of Multipotent Progenitors to Common Lymphoid Progenitors
**Source:** Front Immunol. 2018 Jun 11;9:1264. doi: 10.3389/fimmu.2018.01264
**Supplement:** Supplementary file 1

Supplementary Material

PU.1 is required for the developmental progression of multipotent progenitors to common lymphoid progenitors

Swee Heng Milon Pang^{1,2}, Carolyn A de Graaf^{1,2}, Douglas J Hilton^{1,2}, Nicholas D Huntington^{1,2}, Sebastian Carotta^{1,2,3*}, Li Wu^{1,2,4*} and Stephen L Nutt^{1,2*}

* These authors contributed equally to this study.

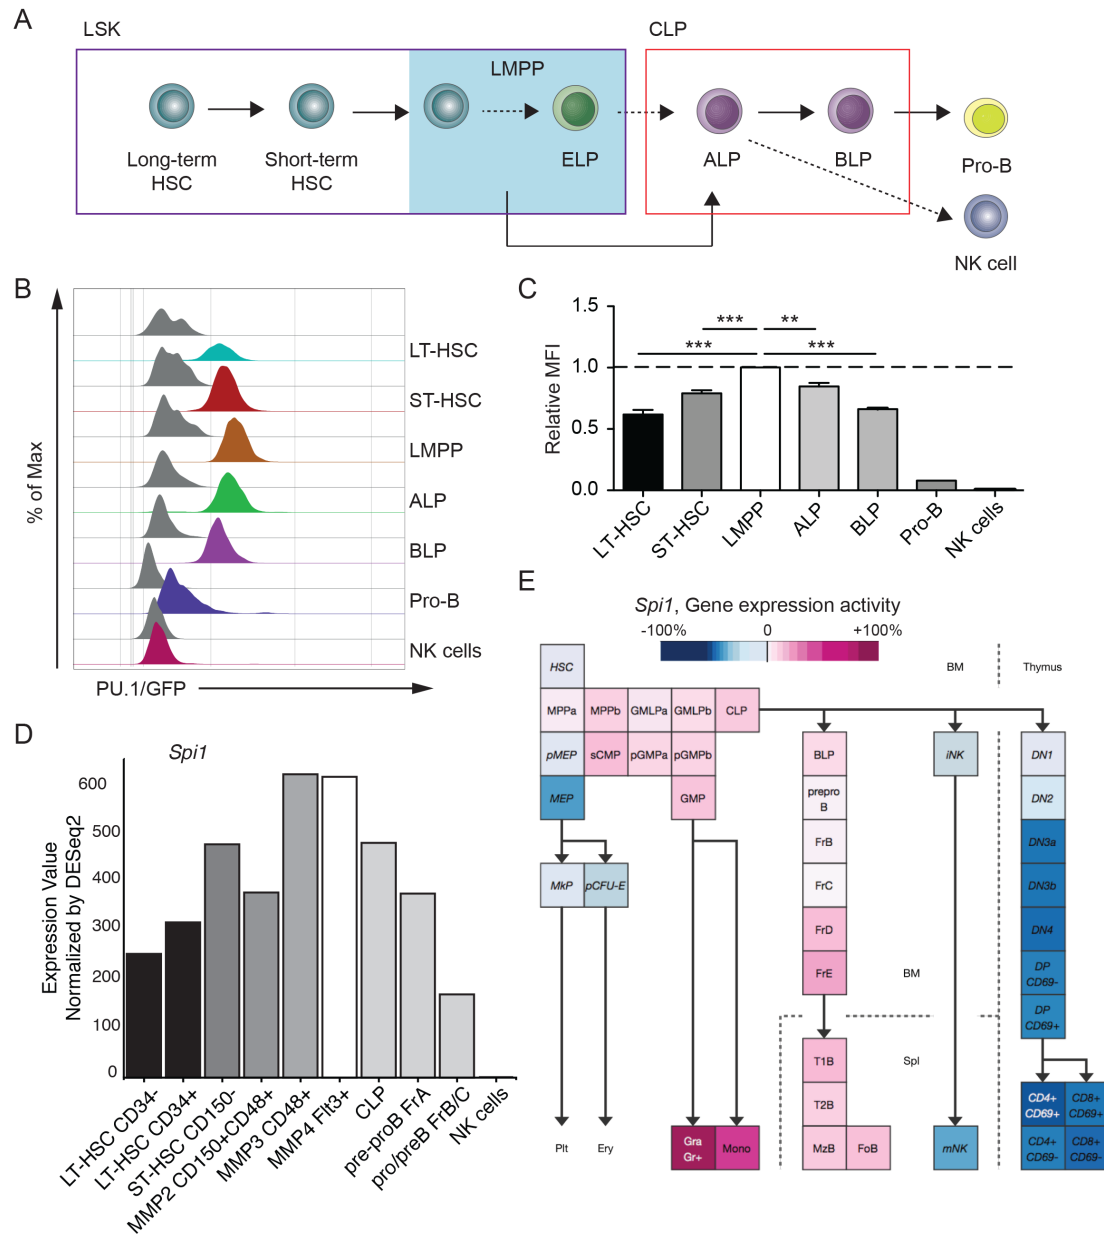

Figure S1. The regulation of PU.1 expression in lymphoid progenitors. (A) Schematic diagram of early lymphopoiesis described in this study. LT-HSC, long term-hematopoietic stem cell ($\text{Lin}^{-}\text{Sca1}^{+}\text{c-Kit}^{\text{high}}\text{CD34}^{+}\text{Flt3}^{-}$), ST-HSC, short term-hematopoietic stem cell ($\text{Lin}^{-}\text{Sca1}^{+}\text{c-Kit}^{\text{high}}\text{CD34}^{+}\text{Flt3}^{-}$), LMPP, lymphoid primed multipotent progenitor ($\text{Lin}^{-}\text{Sca1}^{+}\text{c-Kit}^{\text{high}}\text{CD34}^{+}\text{Flt3}^{+}$), ELP, early lymphoid progenitor ($\text{Lin}^{-}\text{Sca1}^{+}\text{c-Kit}^{\text{high}}\text{Rag1/GFP}^{+}$) ALP, all-lymphoid progenitor ($\text{Lin}^{-}\text{c-Kit}^{\text{int}}\text{IL-7R}^{+}\text{Flt3}^{+}\text{Ly6D}^{-}$ or $\text{Lin}^{-}\text{c-Kit}^{\text{int}}\text{Rag1/GFP}^{+}\text{Ly6D}^{-}$), BLP, B-cell biased lymphoid progenitor ($\text{Lin}^{-}\text{c-Kit}^{\text{int}}\text{IL-7R}^{+}\text{Flt3}^{+}\text{Ly6D}^{+}$ or $\text{Lin}^{-}\text{c-Kit}^{\text{int}}\text{Rag1/GFP}^{+}\text{Ly6D}^{+}$), Pro-B cells ($\text{CD19}^{+}\text{B220}^{+}\text{IgM}^{-}\text{c-Kit}^{+}$) and natural killer (NK) cells ($\text{NK1.1}^{+}\text{CD49b}^{+}\text{TCR}\beta^{-}$). (B) Expression of PU.1/GFP in the indicated lineage-depleted (Lin^{-}) BM progenitor populations of *Spi1*^{gfp/gfp}. Pro-B cells (PU.1/GFP^{low}) and NK cells (PU.1/GFP⁺) are shown for reference. Gray histograms show corresponding population from C57Bl/6 mice. (C) Quantitation of PU.1/GFP expression by each cell population shown in (B). Data were normalized for relative mean fluorescence intensity (MFI) of LMPPs (set as 1). Graph depicts the MFI $\pm$ SD

from three experiments. p values compare the indicated groups using a paired *t*-test. ** $p < 0.01$, *** $p < 0.001$. **(D)** Normalized expression of *Spi1* mRNA determined by RNA sequencing from the indicated cell populations. Data is the mean of 2 biological replicates and is from *ImmGen* database. The population labelled MMP4 Flt3⁺ (unshaded bar) corresponds to the LMPP in **(A-C)**. **(E)** Expression of *Spi1* mRNA from *Gene Expression Commons* database. Data shows the “gene expression activity” of the probe corresponding to *Spi1* in the indicated hematopoietic cell populations (using the Weissman laboratory model) relative to 11939 individual Affymetrix microarray datasets. The relative “gene expression activity” is shown color-coded in the hematopoietic cell populations. This data again shows *Spi1* expression being low in HSCs, increasing in MMP, granulocyte-macrophage progenitor (GMP) and CLP populations, before decreasing in B cell progenitors (pre-proB, FrB, FrC).

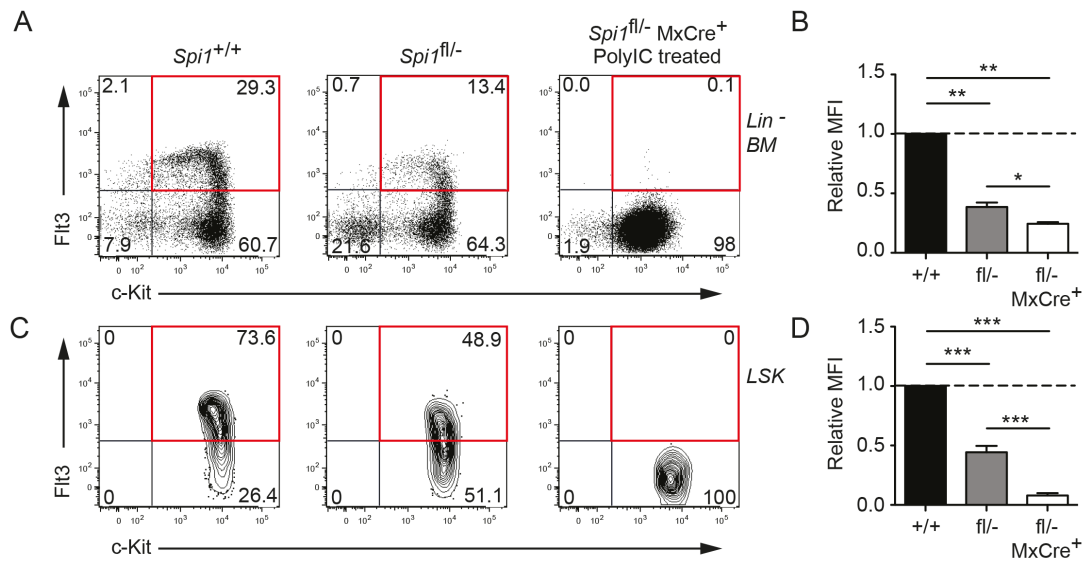

Figure S2. The regulation of Flt3 by PU.1. **(A-B)** Lin⁻ BM and **(C-D)** LSK (Lin⁻ Sca1⁺ c-Kit^{high}) cells from *Spi1* wild type (+/+), heterozygous (fl/-) and polyIC treated fl/- MxCre⁺ mice were analyzed for Flt3. Numbers in **(A)** and **(C)** indicate the proportion of cells in each quadrant. Flt3 expression by **(B)** Lin⁻ BM and **(D)** LSK cells of indicated genotypes were measured as the relative MFI $\pm$ SD (set as 1 for +/+ cells) from between 3-7 mice per genotype. p values compare the indicated groups using an unpaired *t*-test. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

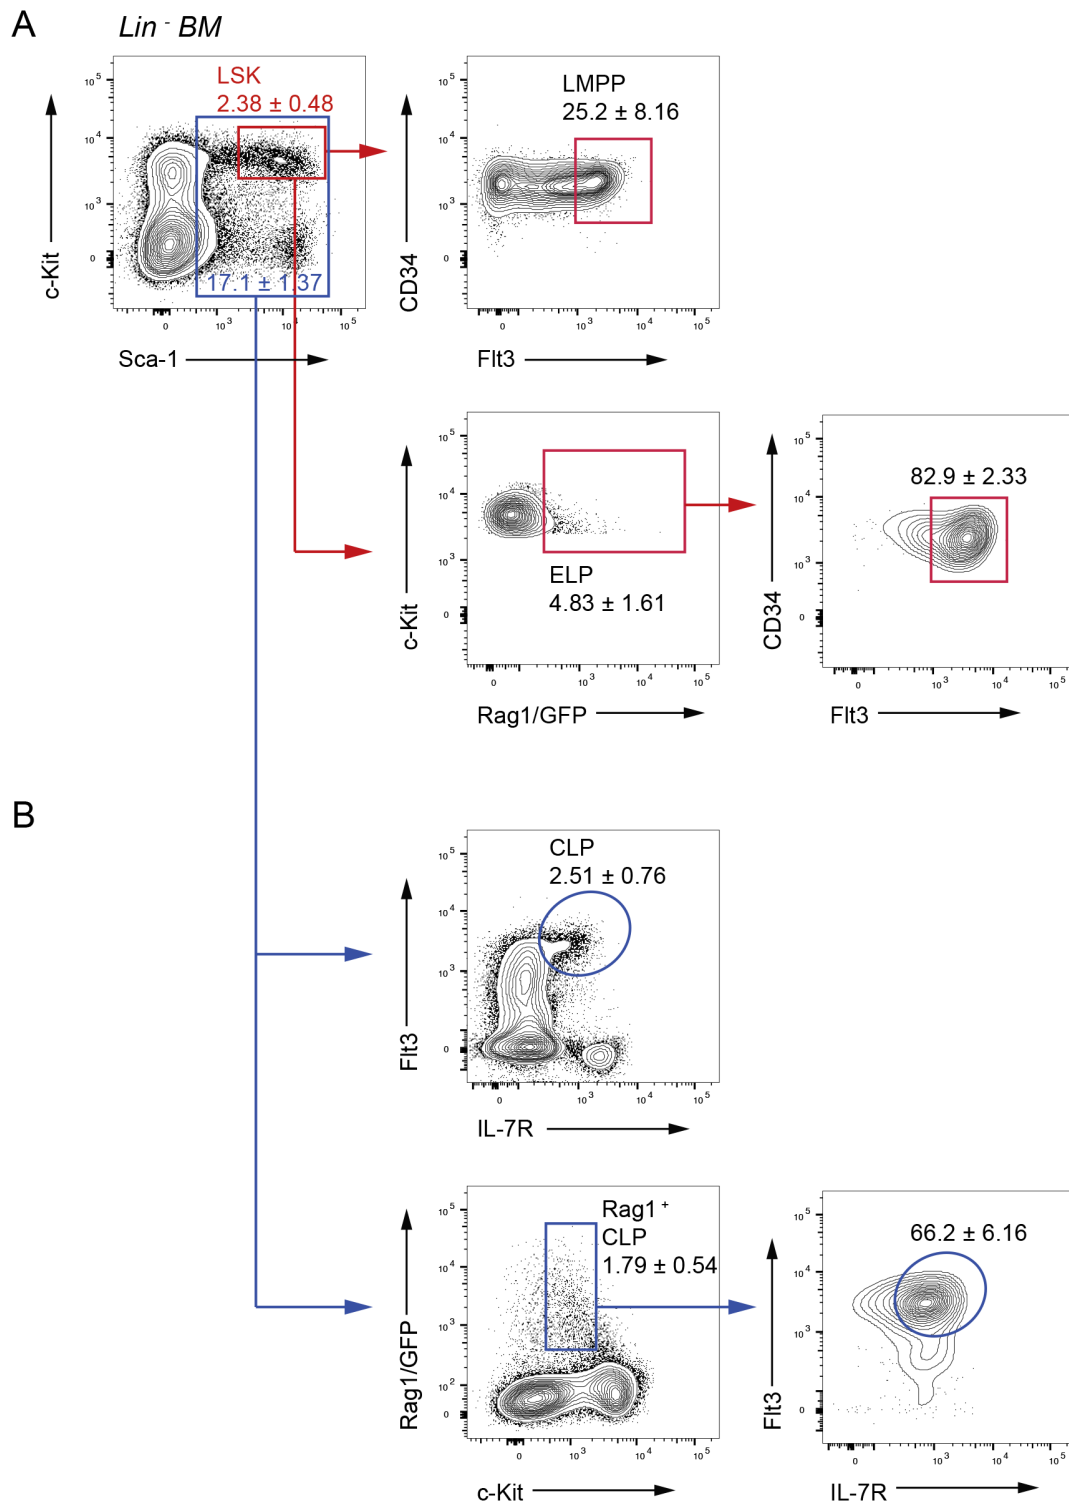

Figure S3. Use of Rag1/GFP to identify early lymphoid progenitors in the BM. Lineage-depleted (*Lin⁻*) BM from *Rag1^{gfp/+}* mice were isolated and analyzed to identify (A) Rag1/GFP⁺ ELPs and (B) Rag1/GFP⁺ CLPs. Comparison of gated ELPs and Rag1/GFP⁺ CLPs to the established LMPP and CLP populations is shown. Numbers are mean proportion of gated cells $\pm$ SD from 3-5 mice.

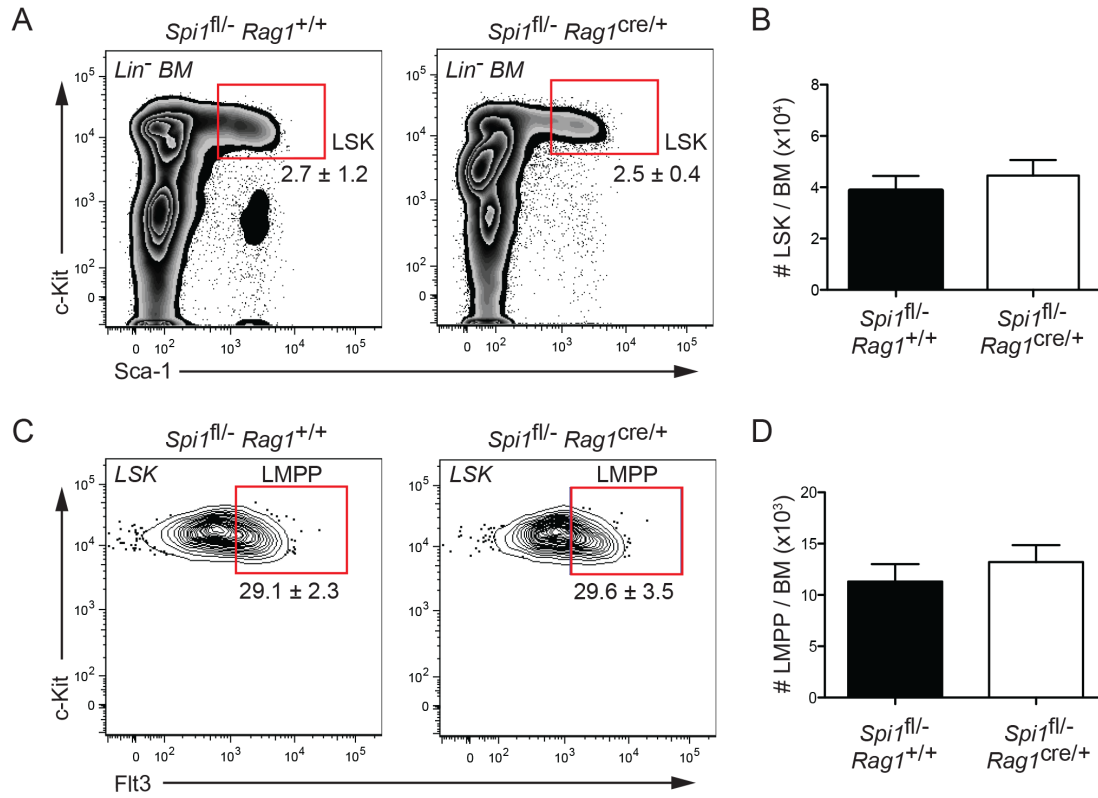

Figure S4. Normal frequency of LSK and LMPP populations in *Spi1^{fl/-} Rag1^{cre/+}* mice. (A-D) *Lin⁻ BM* from *Spi1^{fl/-} Rag1^{+/+}* and *Spi1^{fl/-} Rag1^{cre/+}* mice were analyzed for the (A) frequency (in *Lin⁻ BM*) and (B) number of LSK cells and (C) frequency (within the LSK gate) and (D) number of LMPPs. Boxes show the position of gating for the cell type being analyzed. Data in are the mean $\pm$ SD from between 9-13 mice per genotype.

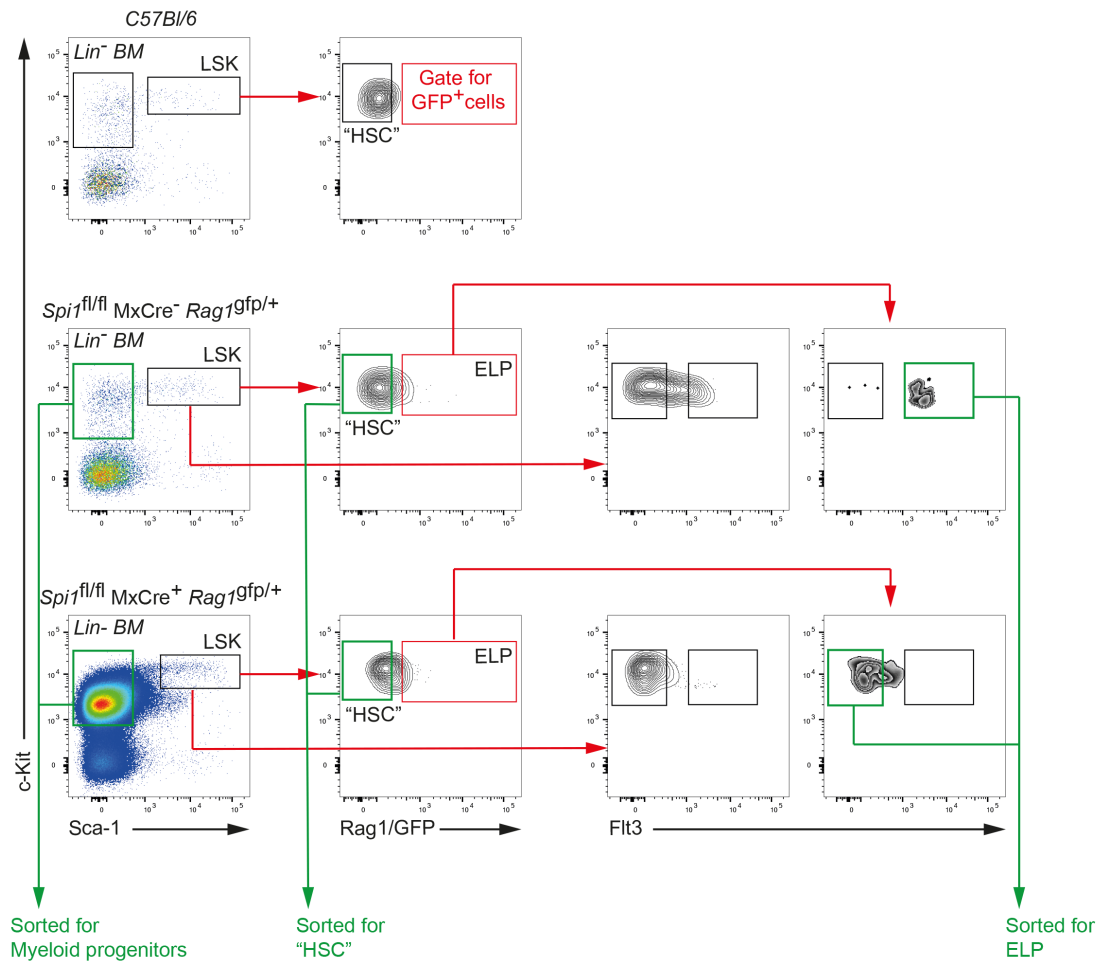

Figure S5. Sorting strategy for hematopoietic progenitors for gene expression analysis in Figure 5E. *Spi1*^{fl/fl}MxCre⁻*Rag1*^{gfp/+} and *Spi1*^{fl/fl}MxCre⁺*Rag1*^{gfp/+} mice were injected with polyIC on days 0 and 3, and analyzed by flow cytometry on day 14. *Lin*⁻ BM from C57Bl/6 mice was used as a control for GFP expression. Flt3 expression was included to confirm the deletion of PU.1 in the ELPs. “HSC”, ELP and myeloid progenitors were isolated as indicated.

TABLE S1. Oligonucleotide primers used for quantitative real-time RT-PCR

Gene	Primer	Sequence (5'-3')
<i>Csflr</i>	Forward	ATGAGTCCCTCTTCACTCCG
	Reverse	ACCTTCAGCACTGCATCTTC
<i>Dntt</i>	Forward	GAAGATGGGAACAACCTCGAAGAG
	Reverse	CAGGTGCTGGAACATTCTGGGAG
<i>Cd79a</i>	Forward	GCCAGGGGGTCTAGAAGCCC
	Reverse	TCACTTGGCACCCAGTACAA
<i>Oct2</i>	Forward	CCCGGGCTGGGCTTCCTACACAG
	Reverse	GTAGCTGGTCGGCTTTCCCGGGCT
<i>Pcp4l1</i>	Forward	TCACGTATCTCATTTCCTTCATCC
	Reverse	GCTCCTGGATTTAGGTCAGC
<i>Pf4</i>	Forward	CTCTTGACATGAGCGTCGCTGCGG
	Reverse	CTTGATCACCTCCAGGCAGGTGAA
<i>Tek</i>	Forward	TGTCAATCAGGCCTGGAAATAC
	Reverse	GAGGAGGGAGAATGTCACTAAGG
<i>Slc22a18</i>	Forward	GCTTCGGCGTCGGAGTCAT
	Reverse	AGCCTGGGCGTCAGTTTT
<i>Aqp1</i>	Forward	CTGCTGGCGATTGACTACACTG
	Reverse	GGTTTGAGAAGTTGCGGGTGAG
<i>Slpi</i>	Forward	CACATATACCCTCACAGCAC
	Reverse	CTATCAAAATCGGAGCCTGC
<i>Nmes1</i>	Forward	TCTACACTAAAGTCATCATGGGCGTTTT
	Reverse	AGAGGAGTGGTGAGCAATCATCTGG
<i>Hprt</i>	Forward	GGGGGCTATAAGTTCTTTGC
	Reverse	TCCAACACTTCGAGAGGTCC

How the deposited data were processed for this re-analysis (not part of the article)

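Gene expression was measured in 6 pools of LSK cells from polyIC-treated mice, 3 PU.1-deficient and 3 wild type, with 1 array per pool. The numbers 1 to 3 of the pools are those of the sample labels. The labels do not say whether these numbers pair the samples, so pools were not paired. The intensities deposited by the authors are linear, not normalized and with background, and hold 1 value and 1 detection p-value per probe and array. In the deposited table the headings of these columns are exchanged within each pair, which the range of the values shows. The authors' deposited log2 values hold 19750 probes and were made with neqc in *limma*, after the paper's methods and the submitters' processing notes. The rank correlation of each pool's log2 values with its own intensities was 1, and the highest with another pool's was 0.981.

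The deposited intensities were normalized with neqc from *limma* 3.58.1 in R 4.3.3. The background was inferred from the detection p-values, since control probes were not used here. The offset was 16, and the intensities were quantile normalized and then taken to log2. The 22119 probes with a detection p-value under 0.05 in at least 1 array were tested with lmFit and eBayes, with genotype as the only term, and the Benjamini–Hochberg FDR was held under 0.05. Gene names were taken from an annotation of the 19750 probes of the authors' log2 values. Of these, 19671 were tested, and the other tested probes carry no name here. The lack of a probe named *Cd79a* or *Pax5* therefore does not show that the array holds none. Lists were tested only for genes with a named tested probe, which were 13 of 30 for B cell lineage genes. A probe with several names or none was tested and counted but not named, which holds for 219 of the 1945 probes past the threshold. Neighbouring genes of *Spi1* were taken from the order of protein-coding genes in the GRCm38.p6 annotation, and the arrays name no genome build. Where a probe was undetected in all pools of a genotype, the fold is given as a lower bound against the detection level. Where it was detected in some pools of a genotype, the fold is as fitted and rests in part on background signal. With 3 pools against 3, an exact permutation test cannot give a p under 0.1, so none is given. Of 4064 genes with several tested probes, 592 had a probe past the threshold, and in 384 of these other probes did not pass it.

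The lists cover neutrophil primary granules and promyelocytes, neutrophil secondary and tertiary granules and maturation, monocytes and macrophages, dendritic cells, MHC class II, B cells, lymphoid priming of LMPPs, HSCs, erythroid cells, megakaryocytes, T and NK cells, basophils, mast cells and eosinophils, the type I interferon response, DNA replication and mitosis, integrins and cell-matrix adhesion, lipid metabolism, lysosomes, vesicle transport, Toll-like and Fc receptor signalling, cytokine receptors, receptor tyrosine kinases, the ETS family, hematopoietic transcription factors, immediate early and heat shock genes, the genes that flank *Spi1*, sex-linked genes and the genes the paper names. These 27 lists were written by hand before the data were examined. They were tested with mroast (9999 rotations, set statistic mean, 1 probe per gene), with adjustment over the lists. Camera with a preset correlation of 0.01 and with an estimated correlation, and fry, were alternatives. Enrichment among called genes was tested with two-sided Fisher's exact tests on 10528 genes, adjusted over lists and directions. The genes named are those the paper names, the 10 with the largest rise and the 10 with the largest fall past the threshold, and up to 2 per direction from each list. This rule was written before the data were examined, but after Fig. 5A had been seen. The log2 fold changes set beside those here were read off that figure later, when the values here were known. Other members of a list are given as examples of it.

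Alternatives covered the background correction, the offset, the normalization between arrays, the filter on dim probes, the authors' log2 values, the spread, array weights, the threshold, genes in place of probes, a replicate block, and the omission of each pool. The test was also run on simulated arrays with 200 changed probes. The reference populations and signatures from the haemosphere database, the PANTHER ontology and the RT-PCR data of the paper were not used here.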

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

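The tests of the segment around *Spi1* and of the local effect of its deleted allele were chosen after the results they address were seen. *Mybpc3*, which the paper does not discuss, was at least 172-fold higher in 3 of 3 PU.1-deficient pools and undetected in all wild-type pools, where its fitted log2 fold change of 7.76 rests on background signal and is no bound. Its gene is directly beside *Spi1* in the GRCm38.p6 annotation. A change shared by the whole segment is argued against by the other 20 tested genes that flank *Spi1*, whose median absolute log2 fold change was 0.221. On the other side of *Spi1*, *Slc39a13* had 0.00 and *Psmc3* -0.05, and *Madd*, the gene after *Mybpc3*, had -0.27, although *Rapsn* (1.88) and *Lrp4* (1.88) also rose. A local effect of the deleted allele on *Mybpc3* and an effect of the loss of PU.1 cannot be told apart by the value of 7.76, since the deletion and the loss of PU.1 coincide in all 3 pools.

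*Xist* had a log2 fold change of 5.62 (standard error 0.35, adjusted p = 0.000157, higher in 3 of 3 PU.1-deficient pools and detected in 1 of 3 wild-type pools), in a gene the paper does not discuss. Of the Y-linked genes, *Kdm5d* had -0.89 (adjusted p = 0.0477, a call that ended without any 1 of the 6 pools), *Eif2s3y* -0.67 (adjusted p = 0.106) and *Uty* -0.28 (adjusted p = 0.503), and all were detected in every pool. A different sex makeup of the pools is therefore open as a contributor to the 1945 probes past the threshold, and it cannot be told apart from the genotype, since no wild-type pool has the *Xist* level of the PU.1-deficient pools. Without the probes of X- and Y-linked genes, 1053 probes were higher and 822 lower, an alternative chosen after seeing the data, which does not remove an effect of sex on other genes. The 6 pools allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1945 probes and is the 1 split with that many, and the highest of the others, PU.1-deficient pools 1 and 3 with wild-type pool 1, gave 740.

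The basophil, mast cell and eosinophil list, outside the lineages the paper discusses, was higher with a median log2 fold change of 0.359 (adjusted p = 0.0018 from rotation gene set testing, and adjusted p = 0.332 with an estimated correlation), with *Mcpt8* (3.73), *Cpa3* (1.37, a call that ended without PU.1-deficient pool 1 or wild-type pool 2 or 3, at 0.0577 to 0.0693) and *Srgn* (1.03) past the threshold among 13 genes, and the call of the list ended with scaling to equal medians (0.178).

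The rise of the neutrophil granule genes was weighed against admixed cells. A lower share of 1 main cell type predicts that all other types rise alike, which was not seen. The erythroid list had a median of -1.97 and the T cell and NK cell list -0.14. Those of the neutrophil lists were 1.31 and 2.91. The basophil list, also part of this prediction, did rise, though less than the neutrophil lists (0.359). These values do not exclude a lower share, since cells with T cell and erythrocyte markers were depleted before the sort. The T cell and NK cell list also showed no clear direction (adjusted p = 0.934 from rotation gene set testing). Whether the erythroid genes belong to the cell type whose share would fall was not tested. Mature neutrophils among the sorted cells were not excluded as a candidate source by 6 late neutrophil transcripts (*S100a8*, *S100a9*, *Retnlg*, *Wfdc21*, *Mmp9* and *Cxcr2*), whose median was 1.85, and as members of the secondary granule list these do not argue for it either. *S100a8* was already at a log2 intensity of at least 11.78 in wild-type pools, *Mmp9* (0.19), *Cxcr2* (0.24) and *Ltf* (0.10) did not pass the test, and the sort removes cells with lineage markers. The aberrant c-Kit int cells that the paper names, and a change within LSK cells, stay open as biological explanations, as neither was tested.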

How the results depend on the processing

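The first residual component as a covariate, the omission of both pools farthest out on it, the removal of X- and Y-linked probes, the quantile normalization of log2 values, and the use of all probes of the authors' log2 values were chosen after seeing the data. A slide block was not run, since no slide is given, and list tests were not run with an intensity trend. The *Spi1* log2 fold change kept its direction and its side of the threshold under all 17 alternatives run for it. The count of probes higher in PU.1-deficient LSK cells stayed within 1.5 times its value under 17 of 27 alternatives, as did that of probes lower in PU.1-deficient LSK cells. They were 526 higher with equal medians, 1681 lower with a replicate block, 3189 and 4120 with array weights, 590 and 311 at an FDR under 0.01, 446 and 209 with treat against a fold of 1.5, and 696 higher for genes in place of probes. Without 1 pool in turn they were 606 to 1014 and 298 to 1096. The cause was not tested, except that a stricter threshold, a count of genes and fewer pools change a count by construction. With the residual component as a covariate the counts were 2165 and 2479, and without both pools farthest out on it 2865 and 2953. Both settings remove spread that was found in the same values, so these larger counts say nothing of how many genes differ. Array weights were also estimated from the same values, at 5.13 for PU.1-deficient pool 3 and 0.276 to 2.14 for the other pools. The counts and passes with array weights carry the same limit, and their PU.1-deficient side rests largely on 1 pool. The pool numbers gave residual correlations of 0.72, 0.607 and -0.15 within pairs, so whether the numbers pair the pools stays open. The count of lists past the threshold, 15 of 27, was 6 with equal medians, 24 with mean50, 0 of 27 in camera with an estimated correlation, and 4 to 15 without 1 pool. That camera test estimates the correlation with 4 residual degrees of freedom and passed no list, so it says little of which lists changed. Its adjusted p was 0.332 for the lists of neutrophil primary granule, neutrophil secondary granule, dendritic cell, lymphoid-priming and HSC-associated genes and 0.513 for B cell lineage genes. The B cell list had 0.238 in camera with the preset correlation, 0.0533 with equal medians, and 0.064 with the replicate block. The primary granule list had 0.0538 with equal medians, and the HSC-associated list 0.0575 without both outer pools, which also ended the calls of the monocyte (0.109), erythroid (0.0565), lipid metabolism (0.0716), vesicle transport (0.121) and paper-named lists (0.112). Without 1 pool in turn, the adjusted p was 0.0081 to 0.0542 for primary granule, 0.0027 to 0.0122 for secondary granule, 0.0202 to 0.0621 for dendritic cell, 0.0081 to 0.0621 for B cell, 0.0081 to 0.059 for lymphoid-priming and 0.0263 to 0.0625 for HSC-associated genes. Lists turned their direction at adjusted p-values that did not pass, among them the vesicle transport and flanking lists, which so lost their calls, apart from the list of sex-linked genes (0.0358 with fry). With equal medians these were the list of DNA replication and mitosis genes (0.93), the list of integrin and cell-matrix adhesion genes (0.479, and 0.889 with the mean of all probes), the list of vesicle and intracellular protein transport genes (0.669), the list of receptor tyrosine kinase genes (0.705, and 0.957 without both outer pools) and the list of genes flanking Spi1 on chromosome 2 (0.866). With fry they were the list of lysosome genes (0.698) and the list of hematopoietic transcription factor genes (0.329). The list of T cell and NK cell genes turned with no background correction (0.96), offset 50 (0.967), detection in 3 arrays (0.728), a detection p-value under 0.01 (0.594), fry (0.698), and camera with a preset (0.95) or estimated correlation (0.974). Without 1 pool it had 0.523 to 0.991, and the integrin list 0.0389 to 0.948. The *Ebf1* log2 fold change was -0.24 to 0.081 without 1 pool. Without both outer pools *Ikzf1* had 0.043 and *Tcf3* 0.0078. The mean *Spi1* signal left was 33.4% with no background correction, 25.6% with an offset of 50, and 12.7% above the median undetected probe without normalization between arrays. The mean distance between genotypes was 4.59 over the 100 largest and 2.62 over the 1000 largest differences, as a mean over fewer or more of the largest differences must be. Over the 500 probes most variable among all pools it was 3.00, and the mean within genotypes was 1.28, against 1.92 with the settings used throughout. For the other values in this paragraph the cause was not tested. Probes near background, such as those of *Ebf1* and *Il7r*, limit what can be detected.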

Differences from the paper's values

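The use of all probes of the authors' log2 values, the quantile normalization of log2 values and the residual component as a covariate were tests chosen after the results were seen. With the settings used throughout, no count and no log2 fold change set beside the paper's differed by the rule applied to counts (over 1.5 times) and to log2 fold changes (more than the standard deviation between pools), while the *Spi1* decrease in 1 pool was below the paper's bound. Under alternatives set before the data were examined some did differ, such as 526 probes higher with equal medians and, with no background correction, *Ncam1* (3.57), *Il7r* (-0.45), *Csf1r*, *Pou2f2* (-1.38), *Spi1* (-1.59) and *Ebi3* (-2.52), and these 6 genes also differed with an offset of 50 (*Csf1r* -1.65). *Ncam1* differed as the mean of its probes (2.02) and *Csf1r* with array weights (-1.72). The log2 fold changes of Fig. 5A were read from the figure when the values here were already known, for genes with a single labelled point. The paper states 1971 probes, 1090 higher and 881 lower, at the same FDR. The counts here were 1945, 1081 and 864. The authors' log2 values with all their probes gave 1090 higher and 881 lower, a setting chosen after seeing the values. The quantile normalization of log2 values gave 1092 and 879, which also make 1971 probes, and this setting too was chosen after seeing the values. It arose when the normalization was first written with the log2 step before the quantile step, was replaced by neqc as planned, and differs from neqc in its order of steps. How many of the paper's own called probes these settings drop was not counted, since the paper's list of probes was not used here. Among the alternatives set before the data were examined, a detection p-value under 0.01 gave 1088 and 881.

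The paper states that the *Spi1* signal decreased by more than 80% in each sample. The decrease here was 74.3% in PU.1-deficient pool 1, and 85.4% and 83.3% in the others. Of the alternatives set before the data were examined, the signal above the median undetected probe gave at least 80.5% in each pool. That setting does not normalize between arrays, so a dim array lowers its signal. The authors' log2 values, an offset of 50 and no background correction gave less than 80% in at least 1 pool.

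The paper names *Dntt* among the genes lower in its expression studies, and measured it by RT-PCR in ELPs. Of the 8 genes it lists there, 6 passed the threshold here, *Cd79a* had no tested probe of that name, and *Dntt* had a log2 fold change of -0.86 (adjusted p = 0.343). *Dntt* passed with the replicate block (0.0274) and with the residual component as a covariate (0.00443), the latter chosen after seeing the data. The legend of Fig. 5D gives its directions for wild-type relative to PU.1-deficient cells, the opposite of the direction used here, and the text's direction for neutrophil, B cell and dendritic cell genes is that of the medians here. The paper describes the B cell signature as lost, and the hand-written B cell list, which is not the paper's signature, had 4 genes lower and 3 higher. The paper describes adhesion and metabolic processes among the genes that PU.1 activates, and the lists of adhesion and of lipid metabolism had 2 of 25 and 1 of 23 genes lower. These are 8% and 4.35%, against 5.59% and 5.6% of the other genes. The hand-written lists are not the ontology sets of the paper, and lipid metabolism is a part of metabolism, so they do not test its statement.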

Other observations

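The component within genotypes, its use as a covariate and the omission of both pools at its ends were chosen after the results were seen, and all other tests in this part were planned. Genes of the erythroid and megakaryocyte lineages, which the paper does not group, were lower in PU.1-deficient LSK cells. Of 14 erythroid genes, 9 were lower and none was higher, with a median log2 fold change of -1.97 (adjusted p = 0.0168 from rotation gene set testing, and adjusted p = 0.332 with an estimated correlation), among them the globin *Hba-a1* (-3.20) and the transcription factor *Klf1* (-3.02). Of 13 megakaryocyte genes, 7 were lower and none was higher, with a median of -1.39 (adjusted p = 0.0123, and adjusted p = 0.332 with an estimated correlation), among them *Vwf* (-3.19) and the platelet glycoprotein *Gp5* (-2.73). Of 13 monocyte and macrophage genes, 7 were lower and none was higher, with a median of -0.99 (adjusted p = 0.0159, and adjusted p = 0.332 with an estimated correlation), among them *Ly86* (-2.48) and *Mpeg1* (-1.38). Adjusted over the list alone, the genes lower and higher were 10 and 0 for erythroid, 8 and 0 for megakaryocyte and 8 and 1 for monocyte genes. Each of these 3 calls ended without any 1 of 4 pools, namely all but wild-type pools 1 and 3 for erythroid (up to 0.0602), all but PU.1-deficient pool 2 and wild-type pool 1 for megakaryocyte (up to 0.059) and all but wild-type pools 1 and 2 for monocyte genes (up to 0.0559). With genes undetected in all pools of a genotype at their lower bound, the monocyte median was -0.97. With no background correction the medians were -0.87 for the list of erythroid genes, -0.72 for the list of megakaryocyte genes and -0.52 for the list of monocyte and macrophage genes. *Ly86* itself had an adjusted p of 0.0579 without wild-type pool 3.

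Of 27 genes of the type I interferon response, 4 were lower and none was higher (median -0.29, adjusted p = 0.141), among them *Ifi27l2a* (-2.55), whose call ended without PU.1-deficient pool 1 or 3 or wild-type pool 2 (adjusted p = 0.0513 to 0.0665). Of 9 MHC class II genes, 2 were lower, *H2-Ob* (-2.09) and *H2-DMa* (-1.10, a call that ended without PU.1-deficient pool 1 or 3 or wild-type pool 2 or 3, at 0.0511 to 0.0911), and the list had an adjusted p of 0.197. Of 13 T cell and NK cell genes, *Nkg7* (1.73) and *Thy1* were higher, and the list had a median of -0.14, a mean of 0.0011 and an adjusted p of 0.934. Of 17 immediate early and heat shock genes, 2 were lower and none was higher (adjusted p = 0.197). The genes flanking *Spi1* had 3 of 21 higher, and their rotation test was past the threshold and upward (adjusted p = 0.00135, and adjusted p = 0.585 with an estimated correlation). Their median was -0.05, so the median and the test differ in sign. The test takes a mean over the list, which holds *Mybpc3* (7.76), while 18 of the 21 genes did not pass. It therefore does not show a rise of the flanking genes in general. With scaling to equal medians the test was downward and did not pass (0.866). The list of 4 tested sex-linked genes had an adjusted p of 0.443. Adjusted over the list alone, the genes lower and higher were 6 and 0 for interferon response, 3 and 0 for MHC class II, 0 and 2 for T cell and NK cell, 2 and 0 for immediate early, 0 and 3 for flanking and 2 and 1 for sex-linked genes, and 0 and 3 for the basophil list.

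In rotation gene set testing the lists of lipid metabolism (median -0.21, adjusted p = 0.0302, and adjusted p = 0.348 with an estimated correlation), vesicle transport (median 0.12, adjusted p = 0.0245, and adjusted p = 0.469 with an estimated correlation) and Toll-like and Fc receptor signalling genes (median 0.33, or 0.32 with undetected genes at their bound, adjusted p = 0.0123, and adjusted p = 0.332 with an estimated correlation) passed. The lipid call ended without any 1 pool but wild-type pool 1 (up to 0.0911), the vesicle call without any 1 pool but wild-type pool 3 (up to 0.0908), and the receptor signalling call without PU.1-deficient pool 1 or wild-type pool 2 (up to 0.059). The lists of cytokine receptor (0.0547), DNA replication (0.33), integrin (0.427, with a median of -0.08 and a mean of 0.02), lysosome (0.594) and receptor tyrosine kinase genes (0.468) did not pass. Of 31 tested genes that the paper names, 7 were higher and 14 lower (7 and 15 adjusted over the list alone), and this list is not independent evidence, since the study chose genes on these samples (adjusted p = 0.0123, and adjusted p = 0.332 with an estimated correlation). It shares 10 genes with the B cell list, 9 with the lymphoid-priming list, 4 with the dendritic cell list, 4 with the secondary granule list and 3 with the HSC list. The B cell and lymphoid-priming lists share 8 genes.

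Scaling to equal medians ended the calls of the monocyte (0.0533), lipid metabolism (0.231) and receptor signalling lists (0.669) and of the list of genes the paper names (0.0538), and both ended and turned the calls of the vesicle transport (0.669) and flanking lists (0.866). The replicate block ended those of the monocyte (0.0947), erythroid (0.103), vesicle transport (0.134) and receptor signalling lists (0.103), and the mean of all probes of a gene that of the vesicle list (0.125). Camera with the preset correlation ended those of the lipid (0.179), vesicle (0.31) and flanking lists (0.383). It kept those of the erythroid (2.11e-05), megakaryocyte (0.000208), monocyte (0.000922), basophil (0.0131) and receptor signalling lists (0.0417). Lists that did not pass also passed under some alternatives. The interferon response list did so without wild-type pool 1 (0.0347), in camera with the preset correlation (0.0159) and with array weights (0.0148), and the MHC class II list with the replicate block (0.027) and array weights (0.0297). The cytokine receptor list passed with cyclic loess (0.0392), the replicate block (0.0281), array weights (0.0207), the mean of all probes (0.0177) and fry (0.0496), and the integrin list with detection in 3 arrays (0.0407) and without wild-type pool 3 (0.0389). Array weights also gave 0.0149 for DNA replication, 0.0294 for transcription factor and 0.0115 for immediate early genes. With the set statistic mean50, which weighs the more changed part of a list, the lists of MHC class II, interferon response, DNA replication, integrin, lysosome, cytokine receptor, receptor tyrosine kinase, transcription factor and sex-linked genes passed (0.00344 to 0.0406).

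Within genotypes, 71.3% of the variance lay on 1 component, with PU.1-deficient pool 2 (-0.559) and wild-type pool 1 (0.567) at its ends. Without both of these pools the calls of the HSC-associated (0.0575), monocyte (0.109), erythroid (0.0565), lipid metabolism (0.0716) and vesicle transport lists (0.121) and of the list of genes the paper names (0.112) ended, and the lists of DNA replication (0.0304) and immediate early genes (0.0444) passed. The MHC class II list passed with the component as a covariate (0.038).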
